# Proteomic and Transcriptomic Changes in Hibernating Grizzly Bears Reveal Metabolic and Signaling Pathways that Protect against Muscle Atrophy

**DOI:** 10.1038/s41598-019-56007-8

**Published:** 2019-12-27

**Authors:** D. A. Mugahid, T. G. Sengul, X. You, Y. Wang, L. Steil, N. Bergmann, M. H. Radke, A. Ofenbauer, M. Gesell-Salazar, A. Balogh, S. Kempa, B. Tursun, C. T. Robbins, U. Völker, W. Chen, L. Nelson, M. Gotthardt

**Keywords:** Translational research, Experimental models of disease, Molecular medicine, Skeletal muscle, Cell signalling, Mechanisms of disease, Systems biology, Metabolism, Proteome

## Abstract

Muscle atrophy is a physiological response to disuse and malnutrition, but hibernating bears are largely resistant to this phenomenon. Unlike other mammals, they efficiently reabsorb amino acids from urine, periodically activate muscle contraction, and their adipocytes differentially responds to insulin. The contribution of myocytes to the reduced atrophy remains largely unknown. Here we show how metabolism and atrophy signaling are regulated in skeletal muscle of hibernating grizzly bear. Metabolic modeling of proteomic changes suggests an autonomous increase of non-essential amino acids (NEAA) in muscle and treatment of differentiated myoblasts with NEAA is sufficient to induce hypertrophy. Our comparison of gene expression in hibernation versus muscle atrophy identified several genes differentially regulated during hibernation, including Pdk4 and Serpinf1. Their trophic effects extend to myoblasts from non-hibernating species (including C. elegans), as documented by a knockdown approach. Together, these changes reflect evolutionary favored adaptations that, once translated to the clinics, could help improve atrophy treatment.

## Introduction

Muscle wasting accompanies a range of human conditions such as aging, prolonged bed rest, space flight, malnutrition and cancer^1,2^. A severe form is disuse atrophy of the diaphragm that sets in within hours after patients are put on life support, and interferes with attempts to wean them off mechanical ventilation^3^. Therapeutic strategies that reduce the loss of muscle mass and help regain full muscle function after periods of inactivity or in association with disease can improve outcome and reduce time of hospitalization^4^. Several cellular processes and signaling pathways have been associated with the regulation of muscle mass in animal models, including ubiquitination via the E3 ligases MuRF1 and MAFbx^5^, proteolysis^6^, autophagy^7^, and signaling via the Igf-1-Akt-mTor-^1^, NFκB-^8^, HDAC^9^, and Bmp-pathways^10^.

Nature presents us with examples of species that are largely resistant to atrophy^11^, such as the hibernating squirrel^12^ or grizzly bear (*Ursus arctos horribilis*). Studying how these animals preserve muscle mass despite the challenges of hibernation could teach us how to preserve muscle mass in humans. Contrary to humans and mice, bears lose far less muscle mass and strength during hibernation, a period of 5 to 7 months of restricted caloric intake and immobilization, sufficient to cause almost twice as much muscle loss in bed-ridden or malnourished humans^13–16^. The underlying systemic adaptations include the increased ability to utilize the fat reserves accumulated before hibernation and to maintain blood glucose levels constant despite caloric restriction^17,18^. Furthermore, hibernating bears efficiently reabsorb urea from their urine, which decreases the need to mobilize amino-acids from muscle protein^19^. Finally, periodic neural stimulation of muscles in the form of shivers during hibernation has been proposed to help conserve muscle mass. However, hibernating bears are resistant to muscle atrophy even after denervation^13^, suggesting that intramuscular changes contribute to atrophy resistance. Accordingly, we interrogated the skeletal muscle proteome and transcriptome to reveal the molecular changes that limit atrophy in hibernating bears and evaluated the conservation of these pathways between species as well as their potential as therapeutic targets using an *in vivo* knockdown approach in C. elegans and a murine cell-based atrophy model.

## Results

### Proteomic and transcriptomic changes in skeletal muscle during hibernation relate to metabolism and growth signaling

To identify genes that protect grizzly muscle from atrophy and understand the underlying changes in metabolism and cell signaling, we used a complementary proteomics and transcriptomics approach. We obtained gastrocnemius (GA) muscle biopsies from two cubs and two older grizzly bears before (October) and during hibernation (February) and isolated total protein for analysis by mass spectrometry.

As an annotated grizzly proteome is not available, we identified peptides by homology to the human proteome. A total of 606 unique proteins were identified, of which 96 were regulated during hibernation irrespective of age (two-way ANOVA, *p* < 0.05; Fig. 1a; Supplementary Table S1). A KEGG enrichment analysis revealed a bias for the identification of proteins related to distinct metabolic pathways, with a considerable number being enzymes of the TCA cycle (Fig. 1b; Supplementary Table S3).

**Figure 1:**
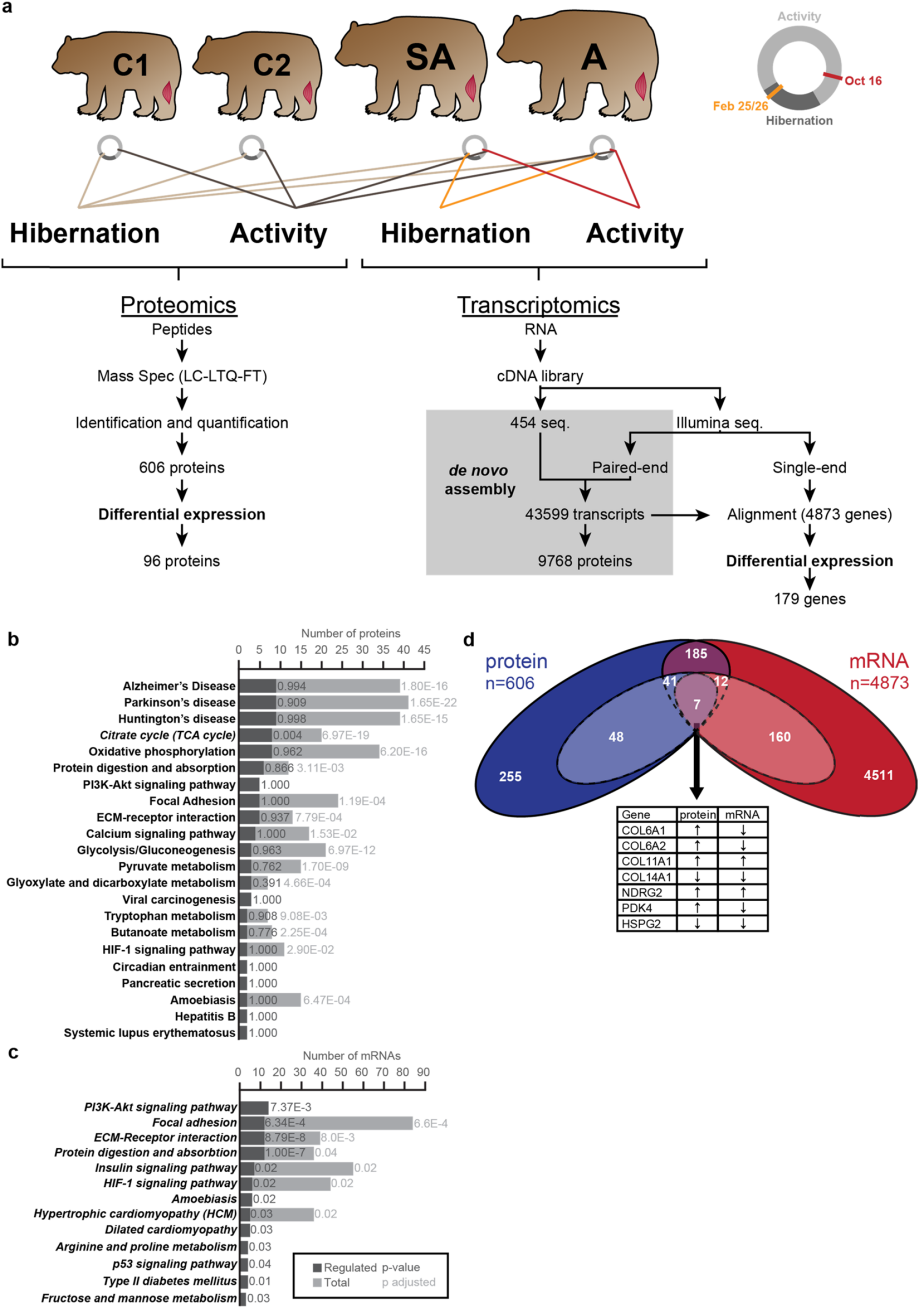
Identification and annotation of proteins and transcripts regulated in skeletal muscle of *U. arctos* during hibernation. (**a**) Experimental layout and data processing. (**b**, **c**) KEGG pathway analysis of proteins and transcripts identified in gastrocnemius muscle (GA) with total identified species (light grey) and regulated genes (dark grey). (**d**) Overlap (purple) between the identified proteins (blue) and mRNAs (red). Regulated species are indicated in lighter colors with 7 genes regulated in both datasets (table). C, cub; SA, subadult; A, adult. See also Fig. S1. Adapted from thesis by D.M.^66^.

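The 7 genes of the table were followed in the RNA-seq libraries. NDRG2, by its transcript isotig00505, rose from 64.9 to 131 RPKM in the subadult and from 78.7 to 190.2 in the adult, and its 4 transcripts all reached a score of 0.8. COL14A1 (isotig20671) fell from 14.0 to 2.33 RPKM in the subadult and from 4.90 to 4.05 in the adult, and COL6A2 (isotig15580) fell from 37.2 to 12.9 RPKM in the subadult and from 18.3 to 13.7 in the adult. The change of COL6A1 (isotig15469) differed in direction, with log2 changes of -1.11 and 0.14 in the subadult and the adult and a score of 0.713 against the paper's 0.811. HSPG2 changed by -1.00 and -0.18 (score 0.761, the paper's 0.844) and COL11A1 rose from 3.05 to 8.23 RPKM in the subadult and from 3.00 to 5.21 in the adult. COL11A1 has 2 transcripts, of which 1 rose and 1 fell. PDK4 changed by -3.83 and 0.13, so that its fall came from the subadult alone. All 7 had an adjusted p above 0.05 in limma's test (0.541 to 0.695).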

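RNA-seq of the gastrocnemius covered 2 bears, named the subadult and the adult in the paper, each biopsied in October when active and in February during hibernation. The 4 resulting single-end Illumina libraries, 1 per bear and state, gave n = 2 bears per state and no replicate within a bear. The sample labels hold 1 single-end sample per state with both bears in it and give them as adults of 10 years. The separation of the bears therefore rests on the column names of the deposited table, and the names subadult and adult follow the columns of Supplementary Table S2, of whose 9093 transcripts 9092 were found in the deposited table and 9076 had the same 4 values there. The authors aligned the reads to transcripts assembled de novo and deposited RPKM, reads scaled to transcript length and to the aligned reads of the library, for 26614 transcripts, each at an RPKM of 1 or more in all 4 libraries. Transcripts below that level in any library were not analysed here. The product of RPKM and transcript length fell on whole multiples of a single step in each library for 95.1% to 95.9% of the low values of short transcripts, which placed the aligned reads (in M, mega) at 50.1 M in the hibernating and 52.5 M in the active subadult, and at 54.2 M in the hibernating and 44.7 M in the active adult. The listed transcripts held 98.0% to 98.2% of these reads. At least 17.0 reads stood behind every value of an annotated transcript, and the median was between 388 and 539 reads per library. Changes are given as log2(RPKM + 0.5) of the hibernating minus the active library of a bear, a scale that understates the change of low transcripts. The fold change of a transcript is the mean over both bears, with limma's standard error and Benjamini-Hochberg adjusted p over the 9093 annotated transcripts. That fit did not pair the libraries by bear. Its standard error therefore also holds the difference in level between the bears, not only the spread of their changes. A score after the published description of NOISeq was also computed, as the share of 53228 differences between the bears within a state that a transcript's change between the states equals or exceeds in both ratio and difference. For a gene with several assembled transcripts, the values are those of the transcript with the most reads unless another is named.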

To expand the range of biological processes we can address, we used matching biopsies from the adult and sub- adult to generate RNA-seq data. After *de novo* transcriptome assembly by homology to human transcripts, we quantified reads mapping to 4873 annotated genes (Fig. 1a; Supplementary Table S2). These genes associate with a diverse set of KEGG pathways (Fig. 1c, Supplementary Table S3). 

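Of the 26614 transcripts, 9093 carried the name of a human gene, and these named 4873 genes. The other 17521 carried no name. Annotated transcripts took 34.2% of the aligned reads in the hibernating and 34.5% in the active subadult, and 35.9% and 34.1% in the adult. Their median length was 1881 bases, against 1149 bases for those without a name. The 10 transcripts with the most reads held between 18.6% and 21.3% of the reads of a library.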

Differential gene expression analysis using NOIseq identified 208 genes regulated in hibernation (Supplementary Table S2, predictive-score ≥ 0.8). 

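With the recomputed score, 328 annotated transcripts of 225 genes reached 0.8, of which 191 were higher and 137 lower in hibernation. The paper's reported score, given in Supplementary Table S2, reaches 0.8 for 311 transcripts, and 274 of these were among the 328. Across transcripts, which are not independent replicates, the recomputed and the reported score had a Pearson r of 0.937 and a Spearman rho of 0.922. Over all 26614 transcripts, with or without a name, 986 reached 0.8, and a threshold of 0.9 left 98 annotated ones. Scaling the libraries by the median ratio to their geometric mean gave 325 transcripts, but with 109 higher and 216 lower, with a shift of all log2 changes by -0.11 in the subadult and by -0.22 in the adult. Of the 328 transcripts, 297 changed in the same direction in both bears, a share raised by the selection itself, since the score uses the mean of both bears, in which opposite changes cancel. In simulated data 4.35% of the unchanged transcripts reached 0.8, against 3.61% of the real annotated ones. The simulation drew the 4 libraries independently. The real difference between the bears was partly shared by both states (Pearson r 0.356 across annotated transcripts). A shared difference cancels in the comparison of states, so the simulated rate cannot decide whether the calls exceed chance. Of the 328, a change of at least 2-fold was reached by 60 in both bears, by 199 in the subadult alone, by 54 in the adult alone and by 15 in neither. Among all annotated transcripts, 35 were at least 2-fold higher and 27 at least 2-fold lower in both bears, while 15 were at least 2-fold lower in the subadult and higher in the adult. No transcript had an adjusted p under 0.05 in limma's test of 2 hibernating against 2 active libraries, where 826 had an unadjusted p under 0.05. If p were evenly spread, 455 would by chance, but this is a rough reference for an unpaired fit. With the animal as a block the count was 1229, and a split that crosses bears and states gave 80. Exact tests of a single transcript cannot go below a two-sided p of 0.333 with 2 libraries against 2. The largest rises among transcripts past the score and at least 2-fold in the same direction in both bears were those of MYH7B, MUC5B, ARHGEF17, ARAP1 and EXPH5, and the largest falls those of SCD, IRGC, SLC22A3, ARID5B and TFRC. MUC5B rose from 4.40 to 33.2 RPKM in the subadult and from 11.0 to 25.1 in the adult by a transcript of 1031 bases, the only one of its 10 transcripts to reach 0.8, and 8 of the 10 were lower in hibernation. TFRC fell from 64.9 to 15.7 RPKM in the subadult and from 16.8 to 4.30 in the adult.

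**Figure D1:**
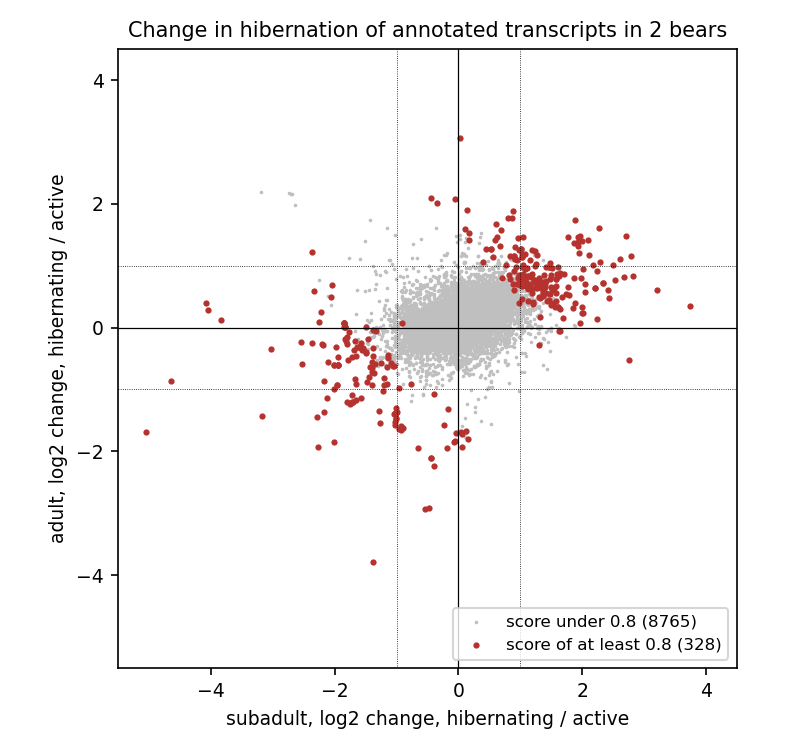
Log2 change between the hibernating and the active library of the subadult (horizontal axis) and of the adult (vertical axis), 1 point per annotated transcript. The 328 transcripts with a score of at least 0.8 are in red, the other 8765 in grey, and dotted lines mark 2-fold changes. Changes spread wider in the subadult, with an SD of 0.57 against 0.37 in the adult.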

A KEGG enrichment analysis correcting for identification bias revealed changes in more biological processes than the proteomic data with little overlap between the two data sets. 

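Enrichment among the 225 genes with a called transcript was tested by a one-sided Fisher's exact test against the 4873 annotated genes, for 31 KEGG lists of Supplementary Table S3 whose number of names in the copy used was the stated one. In 10 of the 31, between 1 and 4 names matched no annotated gene and were left out. After Benjamini-Hochberg adjustment over the 31 lists, 4 had a p under 0.05. Protein digestion and absorption held 11 called genes of 36 (1.66 expected, adjusted p = 1.07e-05), of which all were collagen genes. ECM-receptor interaction held 9 of 39 (1.80 expected, adjusted p = 0.000793), focal adhesion 11 of 84 (3.88 expected, adjusted p = 0.0155) and hypertrophic cardiomyopathy 6 of 35 (1.62 expected, adjusted p = 0.0370). The 9 called genes of ECM-receptor interaction were all among the 11 of focal adhesion. Its collagen genes COL11A1, COL1A1, COL3A1, COL5A1, COL5A2 and COL6A2 were also called in protein digestion and absorption. These lists thus share collagen genes and are not independent. By the transcript with the most reads, COL1A1 and COL5A1 fell in the subadult and rose in the adult. COL11A1 and COL3A1 rose in both bears, and COL5A2 and COL6A2 fell in both. Insulin signaling held 7 of 54, with an adjusted p of 0.0702 from the same exact test. With the transcript with the most reads of each gene, the adjusted p of hypertrophic cardiomyopathy was 0.216 in the exact test. This list lacked TNNI3, which Supplementary Table S3 gives among its regulated genes. Its unmatched name in the copy used was TNNT3, which may be a misreading of TNNI3, since TNNI3 restores the stated 36 genes. With TNNI3 added, a choice made after seeing the data, it held 7 of 36 (adjusted p = 0.0112, exact test). At a score threshold of 0.9, or with genes changed at least 2-fold in both bears, no list was past 0.05.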

We attribute the limited overlap to the relatively lower coverage of the proteomics data (Fig. 1D). 

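Among the transcripts regulated in hibernation, Supplementary Table S3 lists 14 genes under the PI3K-Akt pathway, of which 11 also stand in its list for ECM-receptor interaction and 3, ANGPT4, GRB2 and IRS1, do not. By the transcript with the most reads, 6 of the 14 genes were higher and 8 lower in hibernation, 9 changed in the same direction in both bears and 10 reached a score of 0.8. By the transcript with the highest score in Supplementary Table S2, 8 were higher and 6 lower, and 12 reached 0.8. COL1A1 (isotig14133) went from 193 to 11.0 RPKM in the subadult and from 6.79 to 9.15 in the adult, and 5 of its 9 transcripts rose while 4 fell. COL3A1 (isotig35092, 618 bases) rose from 116 to 254 RPKM in the subadult and from 136 to 209.8 in the adult, and 3 of its 8 transcripts fell. TNXB (isotig13286) fell from 43.6 to 19.6 RPKM in the subadult and from 37.1 to 27.1 in the adult. For COL5A2, the transcript with the most reads changed by -1.15 and -0.50 in the subadult and the adult and that with the highest score by 1.24 and 0.99. LAMB2 changed by 0.45 and -0.06 by the former and by 2.02 and 0.95 by the latter. THBS1 changed by -0.79 and -0.44, with a score of 0.641.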

While the majority of the regulated proteins are metabolic enzymes, the majority of the regulated transcripts are associated with signal transduction through the Pi3k-Akt pathway (Fig. 1c; Suppl. Table 3), which plays a pivotal role in regulating organ growth and metabolism across species^20–23^. Changes on the transcript level were mapped to the corresponding human Pi3k-Akt KEGG pathway (Supplementary Fig. S1) and suggest an overall increase in pathway activity: The insulin-sensitive insulin receptor substrate Irs-1 is upregulated during hibernation, while the less insulin-sensitive homologue Irs-2^24^ is suppressed. This is accompanied by increased levels of its downstream effector Ip3r3, and decreased levels of depTOR - an inhibitor of the Irs downstream effector mTor. 

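IRS1 was assembled as 2 transcripts. The longer, isotig20661 of 5995 bases, which holds more reads, went from 10.1 to 14.5 RPKM in the subadult and from 15.9 to 7.96 in the adult, opposite directions in the bears, with a log2 fold change of -0.23 (standard error 0.36, adjusted p = 0.817 from limma) and a score of 0.331. The shorter, isotig18304 of 564 bases, rose from 7.96 to 18.4 RPKM in the subadult and from 12.6 to 20.0 in the adult, a log2 fold change of 0.90 (standard error 0.27, adjusted p = 0.541 from limma), with a score of 0.827 (the paper's reported score is 0.867). IRS2 (isotig23817, 1821 bases) fell from 6.15 to 2.23 RPKM in the subadult and from 6.83 to 2.39 in the adult, a log2 fold change of -1.31 (standard error 0.22, adjusted p = 0.541 from limma) and a score of 0.868, and its other transcript also fell. Of the genes fixed beforehand from the paper, 74 had an annotated transcript. None of these had an adjusted p under 0.05 over all annotated transcripts, 36 had an unadjusted p under 0.05, and 15 had one under 0.05 adjusted over the list alone. The list was chosen by the study on these libraries, so the latter count is not independent evidence. For IRS1 and 3 further genes, the choice of transcript reversed the direction.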

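DEPTOR (isotig13034) fell from 18.1 to 8.43 RPKM in the subadult and from 15.8 to 10.1 in the adult, with a log2 fold change of -0.84 (standard error 0.22, adjusted p = 0.541 from limma) and a score of 0.814. Its 2 transcripts both fell. The paper does not say which gene symbol Ip3r3 stands for. Read as ITPR3, it was not analysed here, since none of the 9093 annotated transcripts carries that name; PIK3R3, another reading, was analysed as PIK3R3.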

In a published set of insulin-sensitive individuals^25^ IRS1, PIK3R3 and FAS were similarly regulated, suggesting that insulin-sensitivity is increased in skeletal muscle during hibernation. 

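PIK3R3 was represented by isotig42246, a transcript of 470 bases with between 48 and 78 reads per library. Its log2 changes in the subadult and the adult were 0.64 and -0.13, a log2 fold change of 0.26 (standard error 0.27, adjusted p = 0.755 from limma), which is within the difference between the bears. Its score was 0.297 and the paper's reported score 0.398. The paper does not define FAS. It was read here as fatty acid synthase, which is FASN in the insulin signaling list of Supplementary Table S3, and no annotated transcript is named FAS. For FASN, isotig21339 fell from 113 to 4.05 RPKM in the subadult and from 5.79 to 2.96 in the adult, a log2 fold change of -2.75 (standard error 1.24, adjusted p = 0.582 from limma) with a score of 0.986. It fell by 4.64 on the log2 scale in the subadult and fell by 0.86 in the adult.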

Consistently, transcripts of the Irs-binding protein Grb2, as well as Angpt4 (upstream of Irs- signaling) were increased. 

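GRB2 (isotig21671) rose from 7.86 to 18.5 RPKM in the subadult and from 11.2 to 16.6 in the adult, a log2 fold change of 0.87 (standard error 0.25, adjusted p = 0.541 from limma) with a score of 0.819. ANGPT4 (isotig21092) rose from 3.86 to 6.52 RPKM in the subadult and from 5.33 to 16.9 in the adult, a log2 fold change of 1.13 (standard error 0.45, adjusted p = 0.549 from limma) with a score of 0.901.

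**Figure D2:**
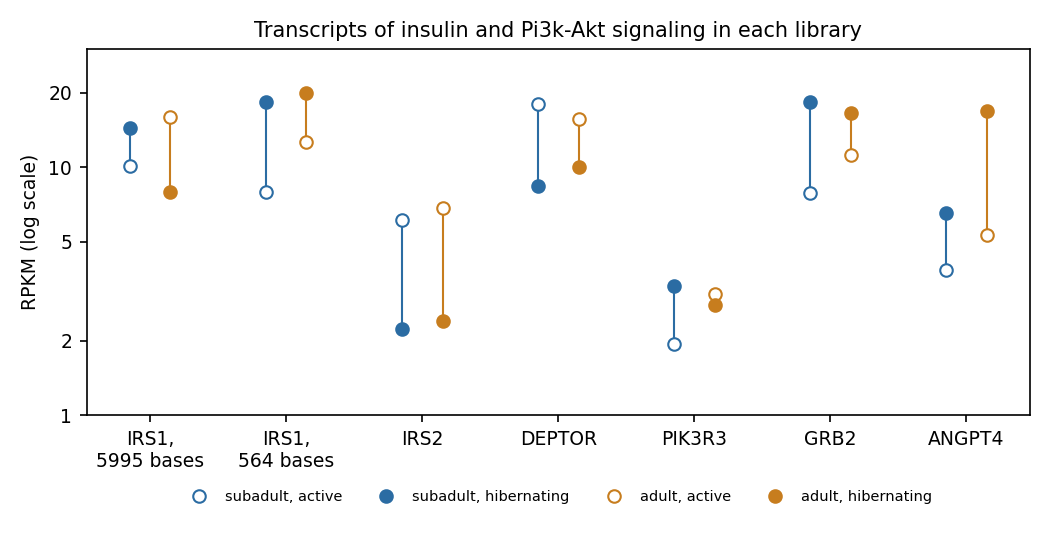
RPKM on a log scale of 7 transcripts in the 4 libraries, with open circles for the active and filled circles for the hibernating state and a line joining the libraries of a bear. IRS2 and DEPTOR are lower and GRB2 and ANGPT4 higher in hibernation in both bears, while the bears differ in direction for the IRS1 transcript of 5995 bases and for PIK3R3.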

An additional component of this signaling pathway is Sgk1, which is upregulated to protect hibernating squirrels from muscle atrophy^12^. 

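None of the 9093 annotated transcripts carried the name SGK1. All listed values are at an RPKM of 1 or more in each of the 4 libraries, so a transcript that falls below 1 in a single library could be read in the others and is not analysed here. The fewest reads behind an annotated value were 20.0 in the hibernating and 21.0 in the active subadult, and 23.0 and 17.0 in the adult.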

In our dataset, Sgk1 was below the detection limit of RNAseq or MS analysis. Another set of enriched genes are frequently mutated in cardiomyopathies. Many of these are structural proteins of the sarcomere and their upregulation at the mRNA level would be consistent with increased hypertrophy and reduced atrophy signaling during hibernation.

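Under the cardiomyopathy terms, Supplementary Table S3 lists 5 regulated genes, and all 5 were higher in hibernation in both bears. TNNI3 (isotig33125) rose from 11.7 to 65.4 RPKM in the subadult and from 13.4 to 18.9 in the adult, a log2 fold change of 1.45 (standard error 0.56, adjusted p = 0.549 from limma). CACNA1C (isotig24639) rose from 3.25 to 17.8 RPKM in the subadult and from 1.51 to 3.68 in the adult, and SGCA (isotig13095) from 41.7 to 96.4 RPKM in the subadult and from 63.1 to 82.3 in the adult. ITGA7 has 17 transcripts, of which 16 were higher, and 1, isotig05586, reached a score of 0.8; it rose from 10.9 to 31.5 RPKM in the subadult and from 8.94 to 16.5 in the adult. TPM3 (isotig00603) changed by 0.17 and 0.62 in the subadult and the adult with a score of 0.512, and 1 of its 7 transcripts reached 0.8. TTN, not among the 5 but called in the hypertrophic cardiomyopathy list here, went the other way by its called transcripts. Its contig00034 changed by -0.65 and -1.94 (score 0.862) and its contig00340 by -0.18 and -1.94 (score 0.801). Its other transcripts scored under 0.8, and some of them were higher. Over the 35 matched genes of the hypertrophic cardiomyopathy list, which lacks TNNI3, the median log2 change was 0.14, against 0.15 over all 4873 genes, and limma's camera test gave an adjusted p of 0.712. With TNNI3 added, after seeing the data, the median of the 36 genes was 0.17 and the adjusted p 0.611 from limma's camera.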

### Proteomic changes and metabolic modeling predict an increase in non-essential amino acid levels (NEAA) in hibernating bear muscle and a decrease in aging humans

Changes in glucose metabolic enzymes were the most prominent on the protein level and resulted in the segregation of bear samples into two main groups active and hibernating upon unsupervised clustering (two-way ANOVA; Fig. 2a). These changes are largely within the tricarbocylic acid (TCA) cycle and extend to glycolysis/gluconeogenesis (Fig. 2b). The decrease in the alpha and beta subunits of pyruvate dehydrogenase (Pdh), which produces acetyl-CoA and the increased levels of its inhibitor pyruvate dehydrogenase kinase 4 (Pdk4), suggests a decrease in the production of the TCA cycle substrate acetyl-CoA. This is accompanied by a decrease in the majority of TCA cycle enzymes, which process acetyl-CoA confirming prior art^26^. In addition to providing energy equivalents, glycolysis-, gluconeogenesis- and TCA cycle intermediates serve as precursors for NEAA synthesis and the availability of NEAAs directly affects the ability of muscle to maintain protein levels. Thus, we modeled the effect of hibernation-induced changes in protein expression on the NEAA level. Based on the relative changes in muscle protein levels, we constructed two activity-dependent metabolic models building on the human metabolic network Recon2^27^. We then optimized for maximum NEAA production as well as for that of their precursors, glycerate-3-phosphate (3 pg) and alpha-ketogluterate (a-KG). The relative changes in steady state levels of NEAA during hibernation (Fig. 3) indicate an increase in six of 11 NEAAs. We used the identical approach to learn how NEAAs and their precursors are affected in aging human muscle as an example of a physiological atrophy response to reduced activity and calorie intake. The choice of aging humans as a reference was based on the similarity in physiological changes as compared to hibernating grizzly bears (reduced food consumption with unchanged blood glucose levels and reduced activity), which nevertheless lead to less muscle wasting in the latter. To build the age-dependent models we used publicly available transcriptional data from skeletal muscle of young and older women (GSE674)^28^.

**Figure 2:**
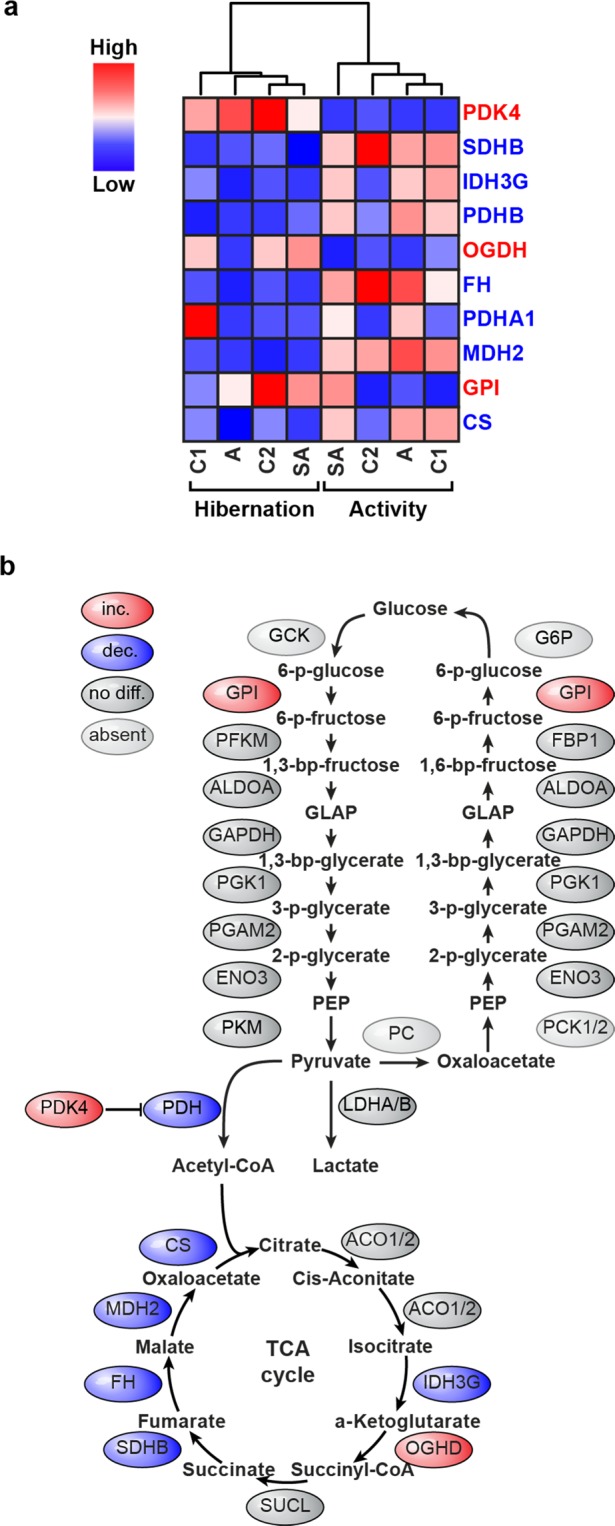
Enzymes related to glucose metabolism are regulated at the protein level in skeletal muscle during hibernation. (**a**) Clustering of samples based on enzymes related to central glucose metabolism segregates hibernation and activity irrespective of age (*p*-value < 0.05, two-way ANOVA). (**b**) Pathway of central glucose metabolism overlaid with hibernation-associated changes in proteins depicted in (**a**). Proteins in red are increased (inc) during hibernation, proteins in blue are decreased (dec). Adapted from thesis by D.M.^66^.

**Figure 3:**
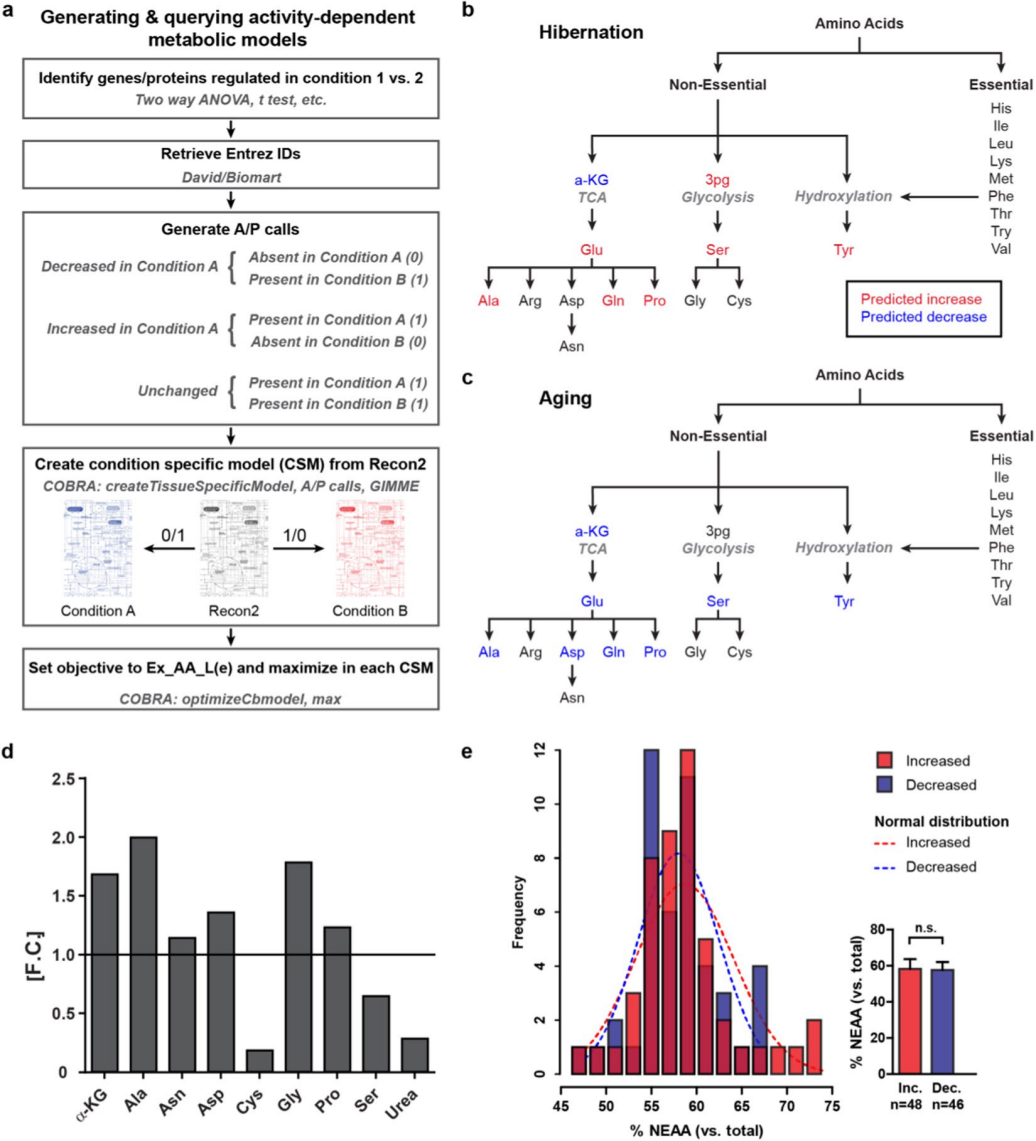
Metabolic modeling predicts differential regulation of non-essential amino acid (NEAA) levels in hibernation versus human ageing. (**a**) Generation of activity-dependent metabolic models. (**b**) Predicted changes in steady state levels of NEAAs and their main precursors in GA during hibernation. (**c**) Prediction of age-dependent changes in NEAA metabolism in human vastus lateralis muscle. See also Fig. S2. (**d**) Average changes in NEAAs and their TCA cycle precursors during hibernation as determined by GC-MS (*n* = 3). (**e**) The distribution of NEAA content in proteins with increased expression in hibernation (red; inc.) or decreased expression (blue; dec.). n.s. – not significant. Adapted from thesis by D.M.^66^.

A KEGG enrichment analysis illustrated the age-dependent regulation of genes associated with a large number of metabolic pathways (Supplementary Fig. S2; Supplementary Table S3), indicating that metabolic modeling is appropriate for contextualizing such data. We constructed and queried two models that reflect metabolic changes in the young and elderly female human muscle biopsies, which predicted a decrease in the levels of seven NEAA in aging muscle, including all those increased during hibernation (Fig. 3c). Alpha-ketogluterate, the TCA cycle-derived precursor was also decreased while glycerate-3-phosphate remained unchanged. Profiling of metabolite levels by mass spectrometry on matching muscle samples from hibernation and activity supports an increase in most of the non-essential amino acids that were detected during hibernation (Ala, Asn, Asp Gly, Pro; Fig. 3d) – with cysteine and serine, both glycolysis-derived NEAAs, as notable exceptions. Levels of α-KG were increased during hibernation while urea levels were decreased. Together this supports the hypothesis that changes in metabolism during hibernation improve the availability of NEAAs, particularly of those derived from the TCA cycle.

To determine whether the differential availability of NEAAs during hibernation resulted in the differential synthesis of NEAA-rich proteins, we combined expression data and sequence information of proteins regulated in hibernation and found a minor increase in NEAA-rich proteins (>65% NEAA) during hibernation (Fig. 3e) and no difference in the distribution of total NEAAs in the increased and decreased protein groups. These data suggest that the increase in NEAA availability does not significantly affect the synthesis of NEAA-rich proteins.

### NEAA supplementation decreases atrophy in C2C12 cells

To evaluate if an increase in NEAAs affects myotube size, we quantified changes in the diameter of differentiated myotubes derived from C2C12 cells and the expression of muscle atrophy markers. After treatment with NEAA fortified DMEM (10x elevated NEAA levels), myotubes were larger than controls cultured in DMEM with the standard NEAA content (Fig. 4a,b). As a cell-based model for muscle atrophy we used differentiated C2C12 cells treated with the synthetic glucocorticoid dexamethasone (Dex) or DMSO (vehicle). Dex-treatment led to an increased expression of atrophy markers - consistent with previous work^29^. After NEAA supplementation, both MT-1 and Ube2b were decreased even in DMSO-treated controls, but the effect was more pronounced after Dex-induced atrophy signaling. The effect was specific and did not extend to the ubiquitin ligases MAFbx and Murf1 (Fig. 4c–f). These results suggest that MAFbx and Murf1 levels are less sensitive to an excessive increase in NEAA than MT-1 and Ube2b. However, we did not test whether starving cells completely of NEAAs would affect MAFbx and Murf1 expression.

**Figure 4:**
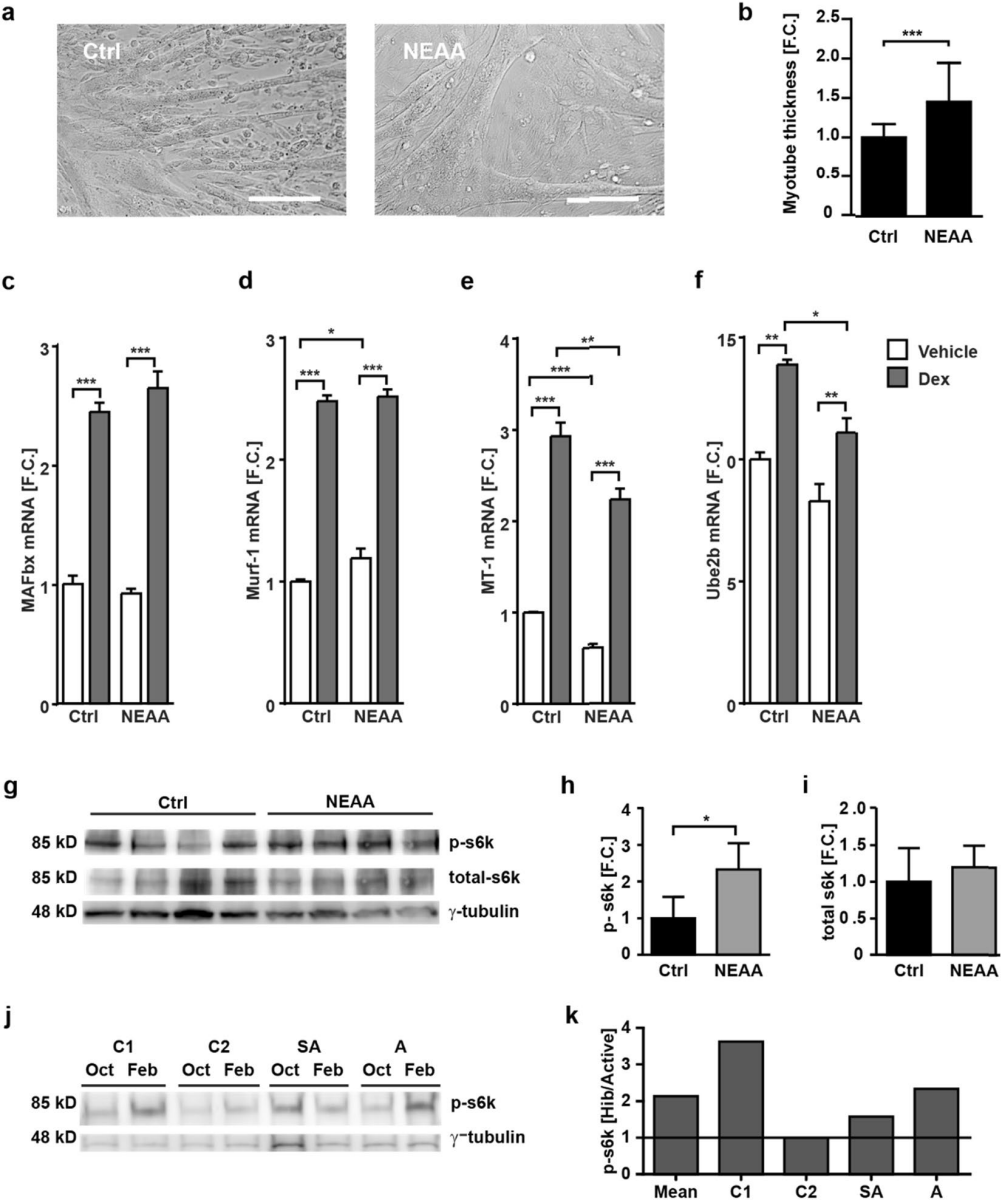
Effect of NEAAs on myotube thickness and trophic signaling. (**a**,**b**) NEAA supplementation at 10x the levels of basic DMEM significantly increases myotube diameter (mean ± s.d., t-test). Size bar; 50 μM. (**c–f**) Effect of NEAA supplementation on MAFbx, MT-1, Murf1, and Ube2b in differentiated C2C12 cells. Comparison of vehicle for normal growth and dexamethasone treatment for induction of atrophy (*n* = 6, mean ± s.d., two-way ANOVA, Bonferroni post-hoc test). (**g**) Phospho- and total S6k protein levels and S6k phosphorylation after NEAA treatment, quantified in (**h**) and (**i**), respectively (*n* = 4, mean + s.d., t-test). (**j**) Phospho-S6k levels in hibernating versus active grizzly bears, with the ratios quantified in (**k**). Ctrl, control; Dex, Dexamethasone; NEAA, non-essential amino acids. *p < 0.05, **p < 0.01, ***p < 0.001. Adapted from thesis by D.M^.66^.

Amino acids exert an additional effect on muscle growth as they serve as nutrients, which increase mTOR activity and lead to an increase in protein synthesis upon mTOR-mediated phosphorylation of S6k^30^. We therefore evaluated changes in phosphorylation of S6k in NEAA-supplemented myotubes and in bear muscle. Indeed, levels of phospho-S6k were significantly higher in myotubes treated with NEAAs (Fig. 4g–i) as well as in hibernating bear muscle (Fig. 4j,k), and might therefore contribute to the observed change in myotube/muscle size.

### Differential transcript expression during hibernation versus conditions of immobilization and/or caloric restriction in humans and mice

To identify novel target genes that regulate muscle mass, but have not previously been linked to trophic signaling, we compared changes in mRNA regulation during hibernation and six atrophy-related datasets from mice and humans (Fig. 5a). 

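For the hibernation group of Fig. 5a, which shows 19 genes, the transcript with the most reads reached a score of 0.8 for 18, and MYBPC1 reached it by another transcript. Of the 19, 9 were higher and 10 lower in hibernation, 16 changed in the same direction in both bears and 10 changed at least 2-fold in that direction in both. The largest fall was that of SCD (isotig20691), from 189 to 5.20 RPKM in the subadult and from 10.1 to 2.79 in the adult. IRGC fell from 12.2 to 4.37 RPKM in the subadult and from 252 to 17.7 in the adult, ARID5B from 15.9 to 2.89 RPKM in the subadult and from 11.6 to 2.69 in the adult, and SLC22A3 from 27.1 to 2.57 RPKM in the subadult and from 16.0 to 5.62 in the adult. ARAP1 rose from 8.50 to 32.5 RPKM in the subadult and from 9.25 to 32.0 in the adult, and its log2 changes of 1.88 and 1.74 lay closest to each other among the rising genes; of its 3 transcripts, 1 reached a score of 0.8 and 1 fell. Changes of ARHGEF17 were 2.61 and 1.10, of EXPH5 2.51 and 1.02, of PLA2G15 -1.73 and -1.09, of ACOT11 -2.12 and -1.13 and of NRG2 -2.17 and -0.86 in the subadult and the adult. In further genes the bears differed. KIF19 rose in the subadult and fell in the adult (2.76 and -0.53), KIAA0284 changed by 3.74 and 0.34, and ANKRD34A by 0.03 and 3.07. Adjusted p from limma was above 0.05 for all 19 (0.541 to 0.913).

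**Figure D3:**
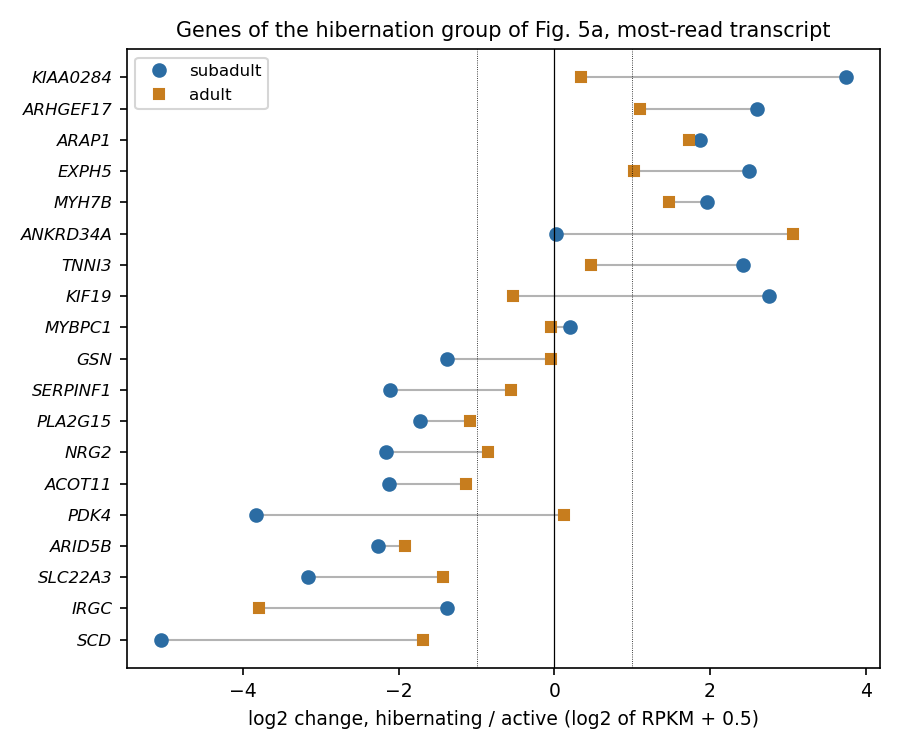
Log2 change between the hibernating and the active library for the 19 genes, with circles for the subadult and squares for the adult and dotted lines at 2-fold. The bears lie on opposite sides of 0 for PDK4, KIF19 and MYBPC1.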

We found 18 genes that were only regulated during hibernation (group 1; hibernation). 

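LYNX1 (isotig15391) rose from 3.79 to 10.8 RPKM in the subadult and from 4.66 to 7.59 in the adult, a log2 fold change of 1.02 (standard error 0.26, adjusted p = 0.541 from limma), and both of its transcripts reached a score of 0.8. TXNIP (isotig07966) went from 72.3 to 19.7 RPKM in the subadult and from 34.3 to 36.0 in the adult. All 9 of its transcripts reached a score of 0.8 and fell in the subadult, while the log2 change of this one was 0.07 in the adult.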

Two genes were regulated during hibernation as well as in at least half of the other datasets (group 2; dual). Six genes were only regulated in the non-hibernating samples (group 3; non-hibernation). Several of these genes have been linked to striated muscle disease or organ growth through mutations or changes in expression levels, while some affect atrophy-associated signaling pathways but have not been shown to alter muscle size or function (Supplementary Table S4). 

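Fig. 5a shows 9 genes in this group. By the transcript with the most reads, 5 were higher and 4 lower in hibernation and none changed 2-fold in the adult. RORA (isotig28400) fell from 7.71 to 2.44 RPKM in the subadult and from 3.71 to 1.78 in the adult and had a score of 0.848, against the paper's 0.798. The other 8 scored between 0.0740 and 0.528. CYC1 changed by 0.02 and 0.28, MRPL12 by -0.40 and 0.29, MYL3 by 0.45 and -0.05, and PA2G4 by -0.01 and 0.52 in the subadult and the adult.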

We used a “guilt-by-association” algorithm^31^ that determines which genes are often co-expressed with an input set and found that the genes in group 3 associate with metabolic, cardiac and growth regulatory genes (Supplementary Table S3), suggesting that they belong to similar functional groups.

**Figure 5:**
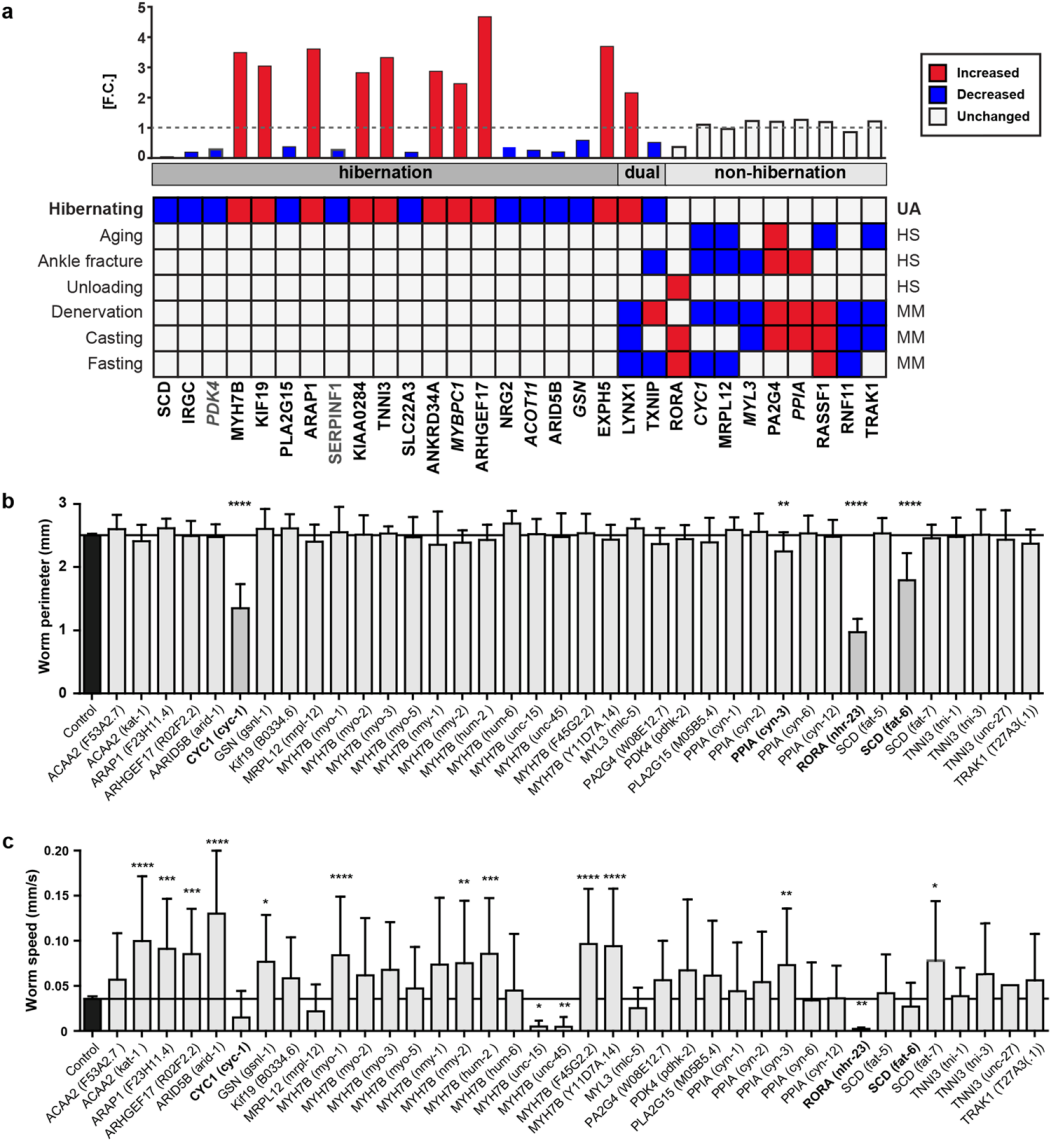
Differential gene expression in hibernating vs. non-hibernating species identifies regulators of skeletal muscle atrophy and metabolism. (**a**) U. arctos mRNA levels in hibernation vs. activity compared to other forms of immobilization or food-deprivation (description of the sciatic nerve lesion and analysis of pre-exising transcriptomic datasets in Methods). Genes also detected in the proteomics dataset are italicized. MM, *M. musculus*; HS, *H. sapiens*; UA, *U. arctos*. (**b**) Downregulation of CYC1, RORA, and SCD homologues in *C. elegans* significantly and reproducibly reduced worm size (*n* > 15 per group, one-way ANOVA, Dunnett’s multiple comparisons test, ****p < 0.001; *p < 0.05). Genes with significant regulation in bold, genes with independent confirmation with dark grey columns. (**c**) Knockdown of *C. elegans* homologues of hibernation-dependent genes results in altered mobility, predominantly of sarcomeric genes. Adapted from thesis by D.M.^66^.

To determine whether these genes have an evolutionarily conserved role in the regulation of muscle size, we systematically knocked down the homologous genes in *C. elegans* and determined their effect on worm perimeter (size) and motor activity (speed). Four of our candidates affected worm perimeter (Fig. 5b) and 9 genes affected the worm’s motor function (Fig. 5c). This suggests that select trophic pathways are conserved from planaria to mammals, with a stronger evolutionary pressure on genes that relate to muscle function.

### Pdk4 and Serpinf1 differentially affect the atrophy response of differentiated C2C12 myoblasts

For genes that were not validated in C. elegans, we asked if their role in muscle size regulation was acquired later in evolution and evaluated their effect on myotube size in C2C12 cells. We chose two genes not previously linked to the regulation of muscle growth, but with roles in related signaling pathways. The pyruvate dehydrogenase kinase Pdk4 regulates energy metabolism and ROS production, which results in oxidative damage and protein degradation^32^. Pdk4 protein levels were also elevated in striated muscle of hibernating squirrels^33^.

Serpinf1, is a secreted protein which does not have a homologue in *C. elegans*. It is the plasma protein most strongly downregulated in human subjects after weight loss^34^ and enhances Nfkb activation in higher organisms, which has been linked to muscle wasting^8,35^. Decreasing the expression of Pdk4 in differentiated C2C12 cells to mimic its regulation during hibernation leads to an increase in MAFbx mRNA levels, but a decrease in Murf1 levels both in Dexamethasone and control treated myotubes, while Ube2b and MT1 levels are unchanged (Fig. 6a–d). On the other hand, decreasing Serpinf1 expression decreases the expression levels of all four markers whether treated with Dexamethasone or vehicle (Fig. 6e–h), suggesting that Serpinf1 has a stronger effect on atrophy signaling as compared to Pdk4. Indeed, the Serpinf1 knockdown cells are larger than Pdk4 knockdown cells, while both are significantly larger than controls (Fig. 6i,j). Thus, both Pdk4 and Serpinf1 contribute to the regulation of myotube size in higher organisms.

**Figure 6:**
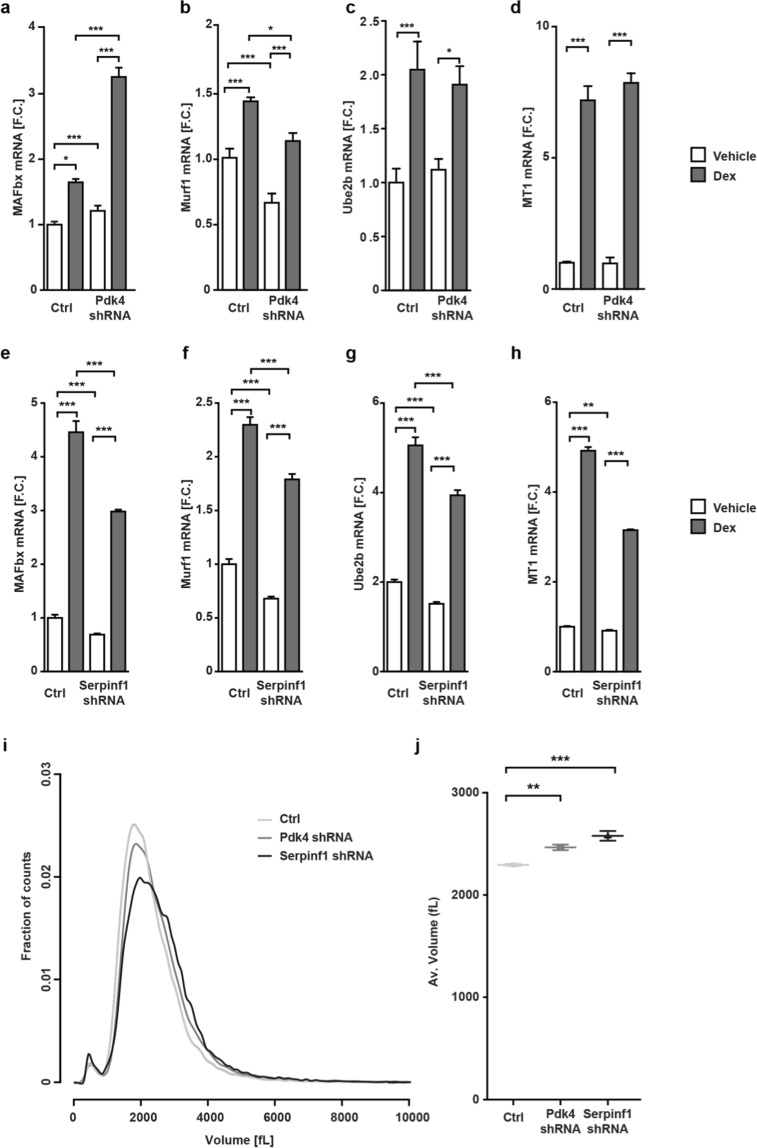
Pdk4 and Serpinf1 reduce myotube size and alter atrophy marker expression. (**a**) Knockdown of Pdk4 increases RNA levels of the atrophy marker MAFbx, but reduces Murf-1 (**b**). (**c**,**d**) Ube2b and MT1 remain unchanged. (*n* = 6, two-way ANOVA, Bonferroni post-hoc test). (**e–h**) *MAFbx*, *Murf1*, *Ube2b* and* MT-1* mRNA levels are decreased in Serpinf1 knockdowns (*n* = 6, two-way ANOVA, Bonferroni post-hoc test). (**i**) The size of undifferentiated C2C12 cells is increased after Pdk4- and Serpinf1- knockdown compared to controls (Ctrl). (**j**) Average cell sizes are significantly different. ***p < 0.001; **p < 0.01, *p < 0.05.

In summary, we identified and validated two novel therapeutic targets, which affect atrophy signaling in myotubes: Serpinf1 and Pdk4 were differentially regulated in immobilization with or without atrophy and  knocking them down enhanced C2C12 cell growth in tissue culture. We furthermore validated three additional targets *in vivo* (Cyc1, Rora, Scd), indicating that their trophic effect extends back in evolution to non-mammals. Finally, we document metabolic changes that alter non-essential amino acid levels in muscle, which are consistent with maintaining muscle size.

## Discussion

We used *de novo* proteomic and transcriptomic analysis of hibernating grizzly bears to understand the molecular basis of preserved muscle mass in periods of inactivity and reduced calorie intake. Translating these findings to adapt the human atrophy response can help improve recovery and outcome for patients with muscle disease and preserve muscle strength in healthy individuals with reduced mobility or exposure to microgravity during spaceflight.

Our proteomic data indicates a decrease in mitochondrial protein content during hibernation, primarily TCA cycle enzymes (Fig. 2) and similar results have recently been reported^26^. In addition, Pdk4 protein levels were elevated, which would lead to the reduction in pyruvate shuttling through the TCA cycle. Higher Pdk4 protein levels have been reported in skeletal muscle of hibernating squirrels^33^, suggesting that this might be a conserved response among hibernating mammals. A decrease in TCA cycle activity has been linked to an increase in mammalian cell size *in vivo*^36^. Our metabolic models—built on this data and that from ageing humans—predicted that 6 NEAAs are decreased in aging muscle but increased during hibernation, which we confirmed by metabolomic profiling of grizzly bear muscle a subset of TCA-derived by not glycolysis-derived NEAAs. These changes in NEAA availability could be advantageous to muscle growth during hibernation. We did not find a significant increase in NEAA-rich proteins during hibernation, suggesting that the production of NEAAs might not simply increase substrate availability for protein synthesis. Rather, NEAAs might exert a direct effect on trophic signaling as supported by an increase in phospho-S6k levels during hibernation, which implies that atrophy signaling via the mTor pathway^37,38^ is regulated to maintain muscle mass. Indeed, supplementing differentiated C2C12 cells with NEAAs increased myotube thickness, which was accompanied by a similar increase in phospho-S6k levels (Fig. 4j,k) and decreased mRNA levels of the E2 ligase Ube2b, as well as the oxidative-response protein MT-1, which both have been reported to increase in multiple cases of muscle atrophy^39^.

Since* C. elegans* has successfully been used as a model for neuromuscular disease with the perimeter largely determined by the worm’s muscle mass^40^, we tested the effect of NEAA supplementation on *C. elegans* diameter in both agar and liquid cultures. However, we did not find a significant effect (Fig. 5b/data not shown). This is in line with what has been reported in patients, where exogenous NEAA supplementation has yielded limited benefit. As the route of application might be critical, we would expect a potential benefit from stimulating endogenous AA synthesis versus exogenous supply.

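Changes of whole KEGG lists were tested with limma's camera at its preset inter-gene correlation of 0.01, over 31 lists. The 54 genes of insulin signaling had a median log2 change of 0.00, below the 0.15 of all genes, with 26 genes lower, and an adjusted p of 0.125 in the downward direction. The 28 genes of mTOR signaling had a median of 0.18, with 8 genes lower, and an adjusted p of 0.798. PPP1R3C rose from 22.7 to 71.0 RPKM in the subadult and from 50.9 to 91.5 in the adult, SOCS2 fell from 13.4 to 3.91 RPKM in the subadult and from 3.45 to 2.36 in the adult, and PHKG1 changed by -1.54 and -0.34.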

In skeletal muscle of hibernating grizzly bear, transcriptional changes affect genes associated with insulin-Akt-mTor signaling, suggesting that changes in NEAA levels are not the only reason we observe an increase in mTOR activity during hibernation, but that several mechanisms cooperate to maximize the effect on mTOR signaling.

Towards the identification of therapeutic targets, we compared transcriptional regulation during hibernation with other conditions associated with immobilization and reduced caloric intake. Genes regulated only during hibernation, could help explain the bears’ ability to preserve muscle mass under conditions that are detrimental in other species. Similar approaches in hibernating squirrels have led to the successful identification of genes such as Sgk1 as regulators of muscle size in non-hibernating mammals^12^. Unfortunately Sgk1 was not detected on the transcriptional or protein level in our samples making it difficult to determine whether it also plays an important role in preserving hibernating muscle mass in bears. We found that the expression of structural proteins (Mybpc1, Tnni3, Myh7b) was increased, while expression of the actin-severing protein gelsolin (Gsn) was decreased. This is consistent with transcriptional changes that favor muscle-building.

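MYBPC1 was assembled as 7 transcripts, of which all were higher in the mean over both bears and 1 reached a score of 0.8. That one, contig02958, rose from 18.2 to 59.4 RPKM in the subadult and from 13.5 to 19.1 in the adult. The one with the most reads, isotig00495, went from 255 to 293 RPKM in the subadult and from 306 to 297 in the adult. MYH7B (isotig33608) rose from 40.1 to 158 RPKM in the subadult and from 23.5 to 66.3 in the adult, a log2 fold change of 1.72 (standard error 0.47, adjusted p = 0.541 from limma), and its 7 transcripts all reached 0.8. GSN (isotig11337) went from 541 to 207 RPKM in the subadult and from 295 to 287 in the adult, a log2 fold change of -0.71 (standard error 0.38, adjusted p = 0.611 from limma). Its other transcript, isotig42158, fell from 353 to 136 RPKM in the subadult and from 214 to 155 in the adult.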

To prioritize potential therapeutic targets, we investigated the differentially regulated genes in *C. elegans*, as evolutionary conserved pathways would provide the most robust candidates for therapy. Indeed, knockdown of metabolic genes such as the homologues of Cyc1 and Scd decreased worm perimeter. A human condition in which CYC1 levels are decreased due to protein instability is accompanied by growth retardation (Table S4) and Scd is expressed at higher levels upon exercise suggesting that these genes are evolutionary conserved regulators of muscle size. The strongest reduction in body size resulted from the knockdown of Rora - an effect, which has already been reported in mice and could in part relate to metabolism through an associated decrease in Scd-1/2^41^.

Among the genes not previously associated with muscle growth and had no effect on worm perimeter, we confirmed the role of Pdk4 and Serpinf1 on atrophy signaling in a tissue culture model of muscle atrophy. We suggest that the related downstream pathways are conserved between mammalian species, but not in lower organisms, with *C. elegans* lacking a Serpinf1 homologue altogether.

Knocking down Pdk4 in C2C12 cells lead to a mild increase in size. The increase in size was accompanied by a decrease in Murf1 in differentiated myotubes. Murf1 binds to and regulates the ubiquitination of cytoskeletal and metabolic enzymes that constitute a large fraction of myotube mass^42^. It thus appears favorable to reduce Pdk4 levels in atrophy-promoting conditions, which is indeed what we observed on the mRNA level. However, in hibernation we and others^33^ find an increase in Pdk4 protein (Figs. 1D, 2A). 

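The RNA-seq libraries hold a single annotated PDK4 transcript, isotig07586 of 3679 bases. It went from 580.3 to 40.2 RPKM in the subadult and from 159 to 173 in the adult, a log2 fold change of -1.85 (standard error 0.85, adjusted p = 0.583 from limma), and had a score of 0.987. Without the subadult the ratio of hibernating to active is 1.09, and without the adult it is 0.0694.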

An important difference between the culture system and hibernation is the limited availability of circulating NEAA during hibernation, while culture medium has an abundance of it. It is thus possible that in conditions where an autonomous increase in NEAA is desirable such as hibernation, post-transcriptional mechanisms that increase PDK4 protein levels might be evolutionarily important to counter those that decrease it at the mRNA level. 

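SERPINF1 was read on a single annotated transcript, isotig25095 of 1491 bases, which fell from 30.0 to 6.56 RPKM in the subadult and from 4.26 to 2.74 in the adult. This is a log2 fold change of -1.33 (standard error 0.88, adjusted p = 0.659 from limma), with a score of 0.949. On the log2 scale it fell by 2.11 in the subadult and fell by 0.56 in the adult, while the level in the active adult was below that of the hibernating subadult.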

The downregulation of Serpinf1 mRNA during hibernation would also help preserve muscle mass, as its suppression in myotubes reduces atrophy signaling and increases muscle size. While the exact mechanism by which Serpinf1 affects muscle mass is still unknown, it might involve Nfκb-signaling, which enhances muscle wasting and has been linked to Serpinf1 activity in neurons^35^. The combined hibernation dependent effects on muscle mass are summarized in Fig. 7.

**Figure 7:**
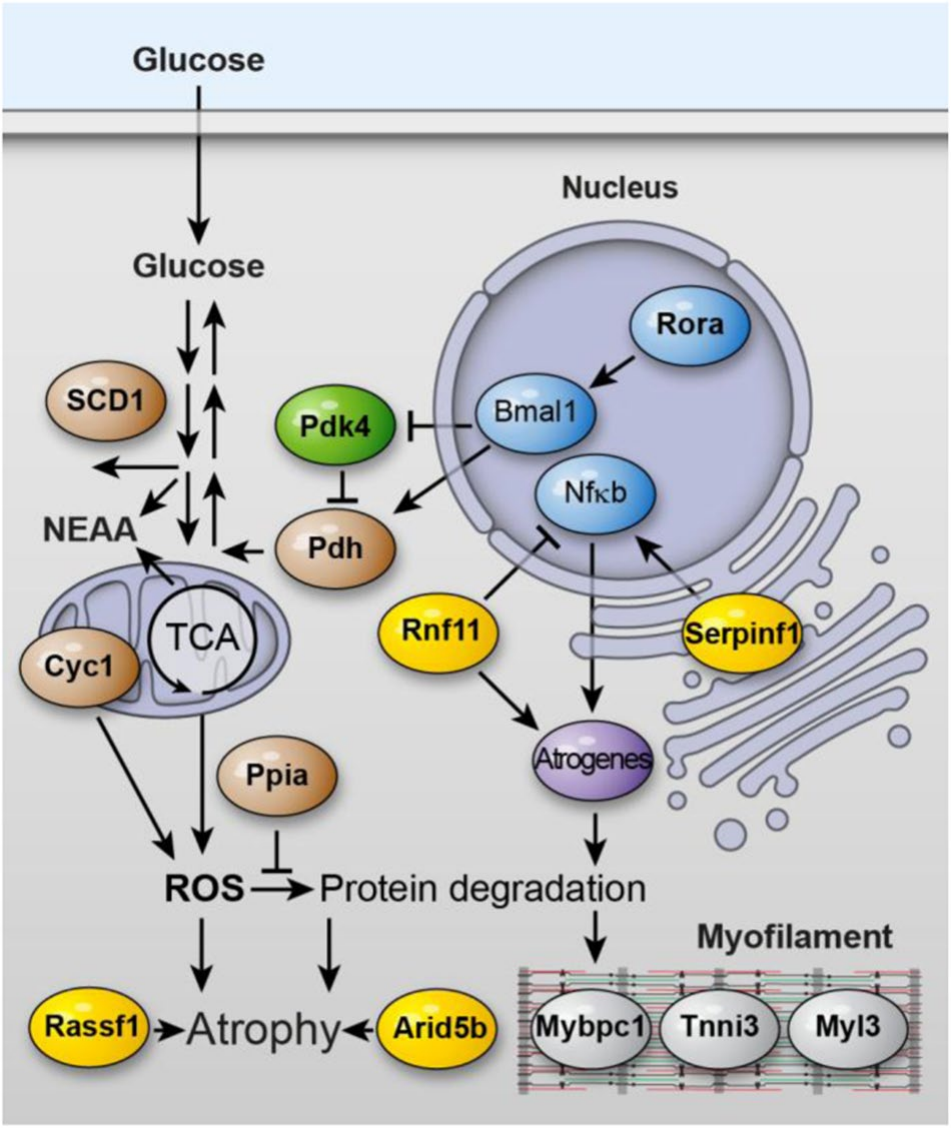
Trophic signaling in skeletal muscle. Genes differentially regulated in hibernation vs. skeletal muscle atrophy (bold) relate to trophic signaling and metabolism. NEAA - non-essential amino acids; ROS - reactive oxygen species.

In summary, this study demonstrates how thousands of years of selective pressure have produced coordinated changes in bears making them resistant to atrophy under conditions that normally induce muscle loss. By regulating the expression of genes related to organ growth, energy metabolism, and amino acid availability, bears are largely resistant to muscle atrophy during periods of immobilization or reduced caloric intake. We have identified several genes previously not associated with the regulation of muscle mass and found evidence that NEAAs suppress atrophy signaling as a first step to improving muscle atrophy treatment in patients.

## Methods

### Grizzly bear samples

For this study, we used four bears housed at the Washington State University Bear Research Education and Conservation Center. The bears included 2 cubs, a subadult and an adult. All animals were cared for according to the Bear Care and Colony Health Standard Operating Procedures approved by the Washington State Institutional Animal Care and Use Committee (IACUC) in accordance with the US National Institutes of Health guidelines. Feeding ceased the first week of November marking the onset of hibernation, and resumed the second week of March, which marked the end of hibernation. During hibernation bears were paired and housed in unheated dens (3 × 3 × 2.5 m^3^) with straw bedding and water. They were afforded continuous access to an outdoor area (3 × 5 × 5 m^3^) via a small door, which ensured exposure to daily temperature and light fluctuations. Camera surveillance (Silent Witness) indicated that bears were resting 98% of the time while hibernating. Air dart intramuscular delivery of tiletamine HCl/zolazepam HCl (5 mg/kg while active and 2 mg/kg when hibernating) was used to anesthetize the animals. A fixed plane of anesthesia for muscle biopsies was maintained by the endotracheal administration of isoflurane in 100% oxygen. Animals were considered adequately anesthetized based on their irresponsiveness to instrumentation, lack of a palpebral reflex and lack of jaw tone. Approximately 1 × 1 × 2 cm^3^ biopsies were obtained from a ~4 cm incision over the gastrocnemius muscle after the surface of the leg was shaved, prepped and kept sterile. Biopsies were immediately snap frozen, then stored at −80 °C.

### Sciatic nerve lesion in mice

All experiments involving mice were performed according to governmental and institutional guidelines for animal use in research and have been approved by the local German authorities (LaGeSo Berlin, Germany). Denervation was performed as previously described^43^. In brief, adult male (12-week) mice were anesthetized with isoflurane. The sciatic nerve of the left leg was exposed and a 2 mm piece was removed. The right leg remained innervated and was used as a control. Mice were sacrificed and the gastrocnemius muscle was then prepared and snap frozen in liquid nitrogen 14 days after denervation. The subsequent analysis was unblinded.

#### Protein extraction

Tissue samples were frozen in liquid nitrogen and disrupted using a bead mill as described earlier^44^ with slight modifications. In short the powder resulting from the bead mill treatment was resolved in an appropriate volume of sample buffer (8 M urea; 2 M thiourea) and sonicated three times for three seconds on ice (Sonoplus HD 2200). After removal of insoluble cell debris by centrifugation (15,300 rpm; 1 h; 4 °C) the supernatant, containing the soluble cytosolic proteins, was transferred and used for further analysis. Protein concentrations were determined by Bradford assay (Biorad).

### Peptide sample preparation

For each sample, we tryptically digested two technical replicates of 4 µg each. Each replicate was diluted with 20 mM ammonium bicarbonate such that the final concentration of urea was <1 M. Samples were subsequently reduced in 2.4 mM DTT at 60 °C for 1 hour, then alkylated in 10 mM iodoacetamide at 37 °C for 30 min. Samples were digested in trypsin (1:50) at 37 °C, overnight. 1% acetic acid was added to terminate digestion, after which the peptides were desalted on a C-18 reverse phase column (ZipTip µ-C18, Millipore).

### Mass spectrometry FTICR analysis

The resulting peptide mixtures were separated using nanoAcquity UPLC reverse phase column (BEH130, C18, 100μm–100mm) on a nanoAcquity UPLC system (both Waters, Waters Corporation) as previously described^44^. MS data were generated using a LTQ-FT mass spectrometer (Thermo Electron). For each sample two technical replicates were measured.

### Quantitative analysis and protein identification

The raw data from the LC-ESI-MS/MS measurement were imported into the Rosetta Elucidator software version 3.3 (Ceiba Solutions) and processed as described earlier^45^ with slight modifications. In brief, the following workflow was used: (i) feature detection; (ii) feature alignment across all MS runs; (iii) feature identification via SEQUEST database search (via Sorcerer build 4.04, Sage-N Research Inc.) against a forward reverse database containing human entries obtained from Uniprot; (iv) feature annotation based on protein teller score (>0.95), (v) median normalization using the annotated features, (vi) Filtering for unique peptides. The obtained feature intensities were averaged for each sample, summed up to peptide and protein intensities. These steps were carried in a visual script within the software Elucidator. The obtained protein intensities were exported to Excel for further analysis. Differential protein expression was determined based on results of a two-way ANOVA taking age and activity state as factors. Proteins significantly regulated based on activity were used for all further analyses (*p*-value < 0.05; Table S1).

### RNA preparation for RNA-seq

We isolated total RNA from grizzly bear muscle using Invitrogen’s standard protocol for TRIzol. RNA was precipitated in 70% ethanol at the end. mRNA was then Poly(A)- purified on Dynabeads (Invitrogen) over two rounds, according to the manufacturer’s instructions. Sample quality was assessed using Bioanalyzer (Agilent Technologies).

### Full-length enriched cDNA library construction and normalization

The construction of normalized full-length-enriched cDNA libraries for 454 sequencing requires three steps: (1) the synthesis of double strand cDNA using a modified RACE technique, (2) the subsequent removal of poly(A):T tails using the methylation sensitive type II restriction enzyme GsuI, followed by the ligation of a new DNA adaptor, and (3) the normalization of the resulting cDNA library using duplex-specific nuclease (DSN). The DSN normalization method is based on the denaturation–reassociation of double-stranded (ds) cDNA coupled with the degradation of the ds cDNA fraction formed by abundant transcripts^46,47^, and requires the presence of adaptor sequences at each terminus of the cDNA to prime PCR amplification.

### 454 FLX titanium sequencing

cDNA libraries were normalized then quantified using Quant-iT dsDNA HS Assay Kit (Invitrogen). 5 μg of the normalized libraries was used to prepare the sequencing library using the 454 GS FLX Titanium General Library Preparation Kit according to the manufacturer’s instructions. The library was then sequenced over 200 cycles on a 454 GS FLX sequencer according to the manufacturer’s instructions.

### Single-end cDNA sequencing using Illumina GAIIX

Single-end sequencing libraries were constructed using 5 µg of full-length cDNA as per the instructions for Illumina’s Genomic DNA Single End Sample Prep kit. 10 nM of adaptor-ligated library material was hybridized to the surface of flow cells, after which DNA clusters were generated using the Illumina cluster station, followed by 120 cycles of sequencing on the GAIIX as per the manufacturer’s recommendations.

### Paired-end RNA-Seq using Illumina GAIIX

300 ng of poly(A) RNA were fragmented in a total volume of 20 mL using 5× fragmentation buffer (150 mM MgOA, 500 mM KOAc, 200 mM Tris-Acetate, pH 8.1) for 3.5 min at 94 °C. The fragmented RNA was subsequently precipitated then converted to first-strand cDNA using Superscript II (Invitrogen), then second-strand cDNA using RNase H (Invitrogen) and *E. coli* DNA PolI (Invitrogen). The paired-end sequencing libraries were prepared using Illumina’s Genomic DNA Paired End Sample Prep kit as per the manufacturer’s instructions. Libraries were diluted to 10 nM, adapter-ligated DNA was hybridized to the surface of flow cells, DNA clusters were generated using the Illumina/Illumina cluster station, and 2 × 76 cycles of sequencing were performed on the GAIIX as per the manufacturer’s instructions.

### *De novo* transcriptome assembly

The 454 reads were assembled using Newbler 2.3 (Roche) with default parameters. The Illumina assembly comprised of Illumina paired-end was obtained by using SOAPdenovo software^48^ (http://soap.genomics.org.cn) with default parameters. The contigs longer than 100 bp in the Illumina assembly were combined together with 454 reads for the final assembly using Newbler with default parameters.

### Transcriptome annotation

Out of 43599 transcripts, 22641 were aligned to human protein database (Ensembl version 66) using BLAST with *e*-value ≤ 1E-10, corresponding to 9768 human proteins.

### Differential transcript expression

Single-end Illumina reads were aligned to transcripts using SOAP2 allowing at most 2 mismatches to estimate the expression of each transcript. Transcripts corresponding to a total of 4783 genes were aligned. NOISeq^49^ was used to estimate the likelihood of differential expression (probability >0.8; Table S2).

### Illumina microarrays

mRNA was extracted by homogenizing tissue in TRIzol (Invitrogen), followed by chloroform extraction and ethanol precipitation. RNA was subsequently purified on RNeasy columns (Qiagen) then kept at −80 °C. Ribosomal RNA was depleted using Invitrogen’s RiboMinus kit. Approximately 100 ng of total RNA was then used to generate biotinyated cRNA using Illumina’s TotalPrep-96 RNA amplification Kit (Life technologies) as per the manufacturer’s instructions. Expression profiling was done on Illumina’s MouseRef-8 v2.0 Expression Bead chip. The Gene Expression Module V1.9.0 of Genome Studio V2011.1 was used to quantile-normalize chips. Gene profile data was subsequently used for analysis, with only genes significantly higher than background (*p* < 0.05). Differential expression was considered at *p* < 0.05.

### Pre-existing transcriptomic datasets

To increase the repertoire of muscle atrophy models we were comparing, we picked GEO datasets: GSE674^28^ (Aging, HS), GSE8872^50^ (Ankle fracture, HS), GSE21496^51^ (Unloading, HS), GSE25908^52^ (Casting, MM) and GSE24504^53^ (Fasting, MM). Dataset GSE24504 was missing the respective CEL files, so to keep the analysis consistent across datasets, all were analyzed using GEO2R. The subsamples we compared in GSE674 were those from young women between 20–29 years of age and others between 65–71 years. Differential expression was considered at *p* < 0.01. In GSE8872, the casted legs from ankle-fracture patients were compared to the contralateral legs as controls and differential expression was considered significant at *p* < 0.01. In the case of GSE25908, we compared the right legs casted for 14 days to the left legs from the same mouse. Differential expression was considered if the BH-adjusted *p*-value was <0.05. As for GSE24504, samples after 72 h of fasting were compared to controls, and differential expression was considered significant if the adjusted *p*-value was <0.05.

### Meta-analysis of atrophy associated differential gene expression

In order to identify genes that are important in the atrophy response under different atrophy-inducing conditions, and across species, we compared changes in gene expression across a total of seven datasets. Since the data was acquired on different platforms, comparing FCs does not make much sense. We decided to discretize FC values, to −1 if the gene was less expressed under the atrophy-inducing condition; 1 if the gene was overexpressed and 0 if there was no significant change. We only considered genes that were present on the chips and were also sequenced. Genes were assigned to three groups: Group 1 consists of those regulated during hibernation only; Group 2 are those regulated during hibernation and at least half of the other conditions and Group 3 are those that are not regulated during hibernation, but are regulated in at least half of the other conditions.

### Guilt-by-association functional inference

Coexpressed genes were determined using the software GeneFriends^54^, which queries a vast set of RNAseq datasets for genes that are often coexpressed (either increased or decreased) with the input gene list. Genes increased or decreased during hibernation (group 3) were used as input gene lists for the algorithm. The resulting list of co-expressed genes were filtered for a *p*-value ≤ 0.01, then only the genes that were associated with ≥5 genes in the input lists were considered and utilized for the subsequent enrichment analysis.

### KEGG pathway enrichment analysis

All analyses were done using the CLUEGO plugin in Cytoscape^55–57^. Kappa-score threshold was always set to 0.3, min % genes to 0 and min number of genes to 2. *P*-values were Benjamini-Hochberg corrected for multiple testing and denoted (*p*-adj.).

### Metabolic modeling

Condition specific models were constructed from Recon2 as a reference model since not much is known about grizzly bear metabolism and how it deviates from metabolism in other mammals, while Recon2 is the most exhaustive reconstruction of a mammalian system at the time of the analysis^27^. Also most proteins were identified based on their homology to human counterparts impeding the identification of any bear-specific metabolic enzymes, even if they existed. The GIMME algorithm^58^ within the createTissueSpecificModel function in the COBRA toolbox^59^ was used with the biomass reaction as the objective function. Expression data was provided as 0/1 based on relative changes in expression levels between the 2 conditions compared. If a protein/mRNA species was increased in one condition compared to the other it was assigned a value of 1 for that condition and 0 for the other, while a value of 1 was assigned for all species expressed but unchanged between the conditions.

When creating the hibernation and activity-dependent models for *U. arctos* the expression data was provided based on changes in protein levels, while in case of the aging models of *H. sapiens* muscle mRNA levels were used.

All computations were done locally on a 64-bit machine and optimization was done using a CPLEX solver (version 7, Tomlab) in MATLAB.

### Metabolite analysis

Muscle samples were stored in liquid nitrogen. Powder was prepared and a mixture of methanol-chloroform-water (MCW) (5:2:1/v:v:v) (Methanol LC-MS-grade, Chloroform Reagent Plus 99,8% Sigma-Aldrich) with cinnamic acid as internal standard (Sigma-Aldrich) was added. Samples were shaken at 750 rpm and 4 °C for 60 min. After addition of water (half volume), samples were centrifuged for 10 min at 5000 g to separate the polar (top), lipid (bottom) and interface (tissue debris) layers. The polar phase was dried under vacuum for 12 h. Metabolite analysis was performed on a gas chromatography coupled to time of flight mass spectrometer (Pegasus III- TOF-MS-System, LECO Corp., St. Joseph, MI, USA), complemented with an auto-sampler (MultiPurpose Sampler 2 XL, Gerstel, Mülheim an der Ruhr, Germany) as described in^60^. Data analysis was performed using ChromaTOF Version 4.42 (LECO). The Golm metabolome database (GMD) was used to identify substances with respect to spectra-similarity and retention index. Data matrices for relative quantification were extracted from the mass spectra using MetMax software^61^. Data were normalized to cinnamic acid for further analysis.

### Non-essential amino acid (NEAA) distribution in regulated proteins

As peptide identification in U. arctos were based on sequence homology to those in *H. sapiens*, we assumed the amino acid composition of the proteins regulated during hibernation to be that of their human counterparts. The percentage of NEAA is calculated as a function of the total number of amino acids per protein.

### Short hairpin RNA (shRNA) construct generation

shRNA oligo design was based on the entries of the RNAi consortium^62^ with the highest adjusted score for our gene of interest, indicating a high knockdown efficiency with minimal off-target effects. Constructs TRCN0000361693 and TRCN0000313900 were selected for Pdk4 and Serpinf1 shRNAs respectively. 5′ phospho-oligonucleotides were ordered with the same sequence, except that the BglII (GATC) and XhoI (TCGA) restriction sites were appended at the 5′ end of the forward (fwd) and reverse (rev) strands, respectively (MWG; Pdk4-fwd: 5′ p- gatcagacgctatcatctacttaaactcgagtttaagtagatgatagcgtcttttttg-3′, Pdk4-rev: 5′ p- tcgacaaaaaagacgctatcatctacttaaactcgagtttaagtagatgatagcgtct -3′, Serpinf1-fwd: 5′ p- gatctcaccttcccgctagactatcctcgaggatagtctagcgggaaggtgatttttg-3′, Serpinf1-rev: 5′ p- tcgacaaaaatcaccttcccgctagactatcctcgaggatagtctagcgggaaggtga-3′). 5 ul of fwd and rev oligos (20 uM) were annealed together in NEB buffer 2 placed in a beaker of boiling water and left to cool overnight. 2 μl of the annealed oligos were then ligated into 20 ng of pSUPER Retro Stuffer (OligoEngine; digested with XhoI and BglII). The resulting constructs are termed pshRNA-SRS.

### C. elegans knockdown and phenotyping (size and motility measurements)

C. elegans WT line (N2) was maintained at 20 °C on NGM plates seeded with OP50 *E. coli* bacteria following standard methods. *E. coli* RNAi feeding strains for all tested genes were obtained from the Ahringer RNAi library^63^. Bacterial cultures of *E. coli* HT115 containing L4440 empty vector (EV) were used as control. Worm populations were synchronized by bleaching using standard protocols and synchronized L1 larvae were placed on RNAi plates and grown until egg-laying started (after ~3 days). Videos where captured using a light microscope, DinoEye eye piece camera and VirtualDub 1.10.4 software, with the following parameters: 640 × 480 pixels, 16 seconds, 30 frames per second. The videos where imported into ImageJ software, cutting the first second of each video to circumvent flickering of the first few frames. Subsequently the videos where analyzed using the ImageJ plugin wrMTrck^64^, choosing appropriate settings to measure worms with their corresponding tracks and to exclude artifacts (below). The final list of measured events was filtered as follows to include only events with: time ≥7.5, stdPerim ≤0.4 and bends ≤20. The time threshold ensured that no worm was measured twice (if a worm was crossed by another during the 15 seconds video, measurements for this worm were interrupted, resulting in two events of the same worm with e.g. 9 and 4 seconds). The stdPerim threshold sorted out worms with a high standard deviation of their average perimeter over the course of the image stack being analyzed (this were usually worms that crawled in or out of the field of view of the camera, resulting in a too small perimeter). Finally, the bends threshold was used to remove remaining artifacts (e.g. dirt particles). Using this approach and analyzing 397 movies we extracted the following data for each RNAi clone and EV control: number of worms (n), mean perimeter (in mm) and mean speed (calculated dividing the distance covered by the time in mm/sec).

Settings for wrMTrck batch were as follows:

fileTypeNr = 1; imageType = 0; backSub = 4; threshMode = 6; fixedThresh = 0; skeletonize = 0; movieDuration = 0; fps = 30; pixPrMm = 84.4; minSize = 300; maxSize = 1200; maxVelocity = 50; maxAreaChange = 70; minTrackLength = 20; bendThreshold = 4; bendDetect = 1; rawData = 0; Additionally, the batch file was edited to include the following functions after the creation of binary image stacks: dilate, fill holes. For worms that were much smaller in size (nhr-23, cyc-1, and fat-6), alternative size values where used: minSize = 80; maxSize = 700.

### Tissue culture

Cells were maintained in Dulbecco’s Modified Eagle’s Medium (Gibco) supplemented with 10% FCS (Invitrogen) and 0.1% Pen/Strep (Invitrogen; FGM). C2C12 cells were differentiated by switching to 2% HS (Sigma, Lot# I2J013; DM) at approximately 80% confluence. DM was changed every 2 days and cells were maintained for up to 8 days until nicely differentiated before further treatment. Atrophy was induced with 0.1 mM dexamethasone in DMSO (Sigma) for 2 days. MEM-NE-AA (Gibco) was supplemented at 10 × concentration to regular DMEM.

For viral packaging, Phoenix cells were grown to 80% confluence in 10 ml dishes then switched to fresh FGM before they were CaCl_2_-transfected with pshRNA-SRS or pBabe-H2B-eGFP (Addgene, plasmid 26790) as a control (30 µg DNA, 250 µM CaCl_2_, 550 µM chloroquine, 2xHEPES-buffered saline). Pdk4 and Serpinf1 shRNA expression vectors were generated using pSUPER Retro (OligoEngine) as a backbone and inserts derived from constructs TRCN0000361693 and TRCN0000313900 of the RNAi consortium^62^. 24 h post-transfection, the medium was changed to 6 ml FGM which was harvested 48 h later, sterile filtered and transferred to a plate of 50% confluent C2C12 cells. The same Phoenix cells were then kept in 4 ml FGM which was harvested and added to the C2C12 cells 6 h later. 24 h later the same procedure was repeated using the same cells so that a total of 4 infections were achieved. Stable shRNA-expressing polyclonal cultures were obtained by selection in puromycin (1.2 µg/ml; Sigma) for at least 1 week.

### Cell size quantification

Cell size of C2C12 myoblasts was quantified using a Z2 Coulter particle count and size analyzer (Beckman Coulter). 18 hours prior to counting, cells were counted and seeded at equal densities for Control and Pdk4/Serpinf1- knockdown cells. Data was acquired using the accompanying Z2 software and subject to further analysis using a custom script in R.

Myotube quantification was adapted from a method described previously^21^. In short, at least 20 random bright field images were taken at 20x magnification and subsequently imported into and analyzed in ImageJ by measuring the thickness of the widest area across myotubes of similar morphology. In each group 20 ± 5 cells were used for quantification.

### qRT-PCR

Cells were washed once in PBS, lysed in RLT buffer (Qiagen) and either snap-frozen and stored at −80 °C or immediately processed. RNA extraction was done using the RNeasy Mini kit (Qiagen) with DNAse digestion as per the provider’s protocol. 1 µg of RNA was reverse transcribed into cDNA using High Capacity reverse transcriptase (Applied Biosystems). 10 ng of cDNA per well was used together with TaqMan gene expression master mix (Applied Biosystems) and the following TaqMan probes (Applied Biosystems) with β-actin as endogenous control: Pdk4, Mm01166879_m1; Serpinf1, Mm00441270_m1; MAFbx, Mm01207878_m1; β-actin, 4352341E. Experiments were done using 3 biological replicates, pipetted in triplicates. The values corresponding to technical replicates were averaged and the mean values of the biological replicates were then used for statistical testing.

### Western blotting

Samples were prepared similarly as previously described^65^ with slight modifications. In short, cells were washed once in PBS, lysed in RIPA, treated with benzonase (Sigma) and rotated at 4 °C after which they were stored at −20 °C. Protein concentration estimation was done using a BCA estimation kit (Pierce). Equal concentrations of protein were prepared in 4x Lammeli buffer and boiled for 10 min before loading on an SDS-PAGE gel. Resolved proteins were then transferred onto a nitrocellulose membrane (Amersham), blocked in 5% BSA/PBS and then incubated overnight with one of the following antibodies, washed in TBS-T and followed by the respective secondary Ab for 2 h. γ-tubulin was used last as a loading control: anti-Pdk4 (1:1000, Abcam, ab38242), anti-Serpinf1 (1:2000, Sigma-Aldrich, AV20020-50UG), anti-γ-tubulin (1:1000, Sigma-Aldrich, T6557), ECL anti-rabbit IgG-HRP (1:5000, GE Healthcare), ECL anti-sheep IgG-HRP (1:5000, GE Healthcare). Blots were developed with ECL substrate (Pierce) and the signal detected on a Fusion-FX7 Chemiluminescence detection system (PeQlab). Originals are provided in Supplementary Fig. S4. Each experiment involved biological triplicates, which were subsequently used for statistical testing.

### Statistical analysis

All statistical tests were done in R including a batch two-way ANOVA, Student’s t-test and multiple-correction testing. Data was visualized in Excel (Microsoft) or GraphPad Prims 5. * Indicates 0.01 < *p*-value < 0.05, **0.01 < *p*-value < 0.001, ***p-value < 0.001.

### Accession numbers

Illumina chip data generated during this study is deposited in the GEO database under accession number GSE62812 and RNA Seq data under GSE63864.

## Supplementary information

Supplementary information

# Supplementary material for: Proteomic and Transcriptomic Changes in Hibernating Grizzly Bears Reveal Metabolic and Signaling Pathways that Protect against Muscle Atrophy
**Source:** Sci Rep. 2019 Dec 27;9:19976. doi: 10.1038/s41598-019-56007-8
**Supplement:** Supplementary file 1 — Supplementary information

# **Proteomic and transcriptomic changes in hibernating grizzly bears reveal mechanisms that protect against muscle atrophy.**

Douaa A. Mugahid, Tutku G. Sengul, Xintian You, Yongbo Wang, Leif Steil, Nora Bergmann, Michael H. Radke, Andreas Ofenbauer, Manuela Gesell-Salazar, Andras Balogh, Stefan Kempa, Baris Tursun, Charles T. Robbins, Uwe Völker, Wei Chen, Lynne Nelson, Michael Gotthardt

## **Supplement:**

Figures S1-S4

Tables S1-S4

## Figures

### Supplement Figure 1, related to Figure 1

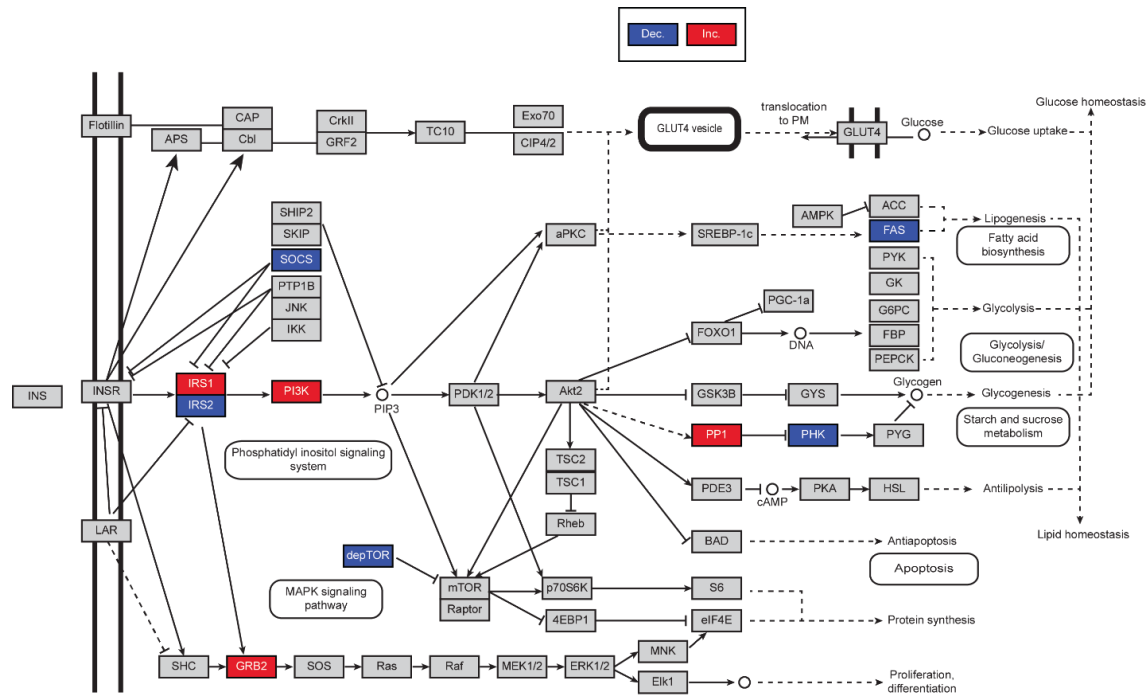

**Fig. S1:** Mapping changes in mRNA levels of insulin signaling. Pathway during hibernation (adapted from KEGG). Genes with decreased expression are depicted in blue, with increased expression in red.

Supplement Figure 2, related to Figure 3

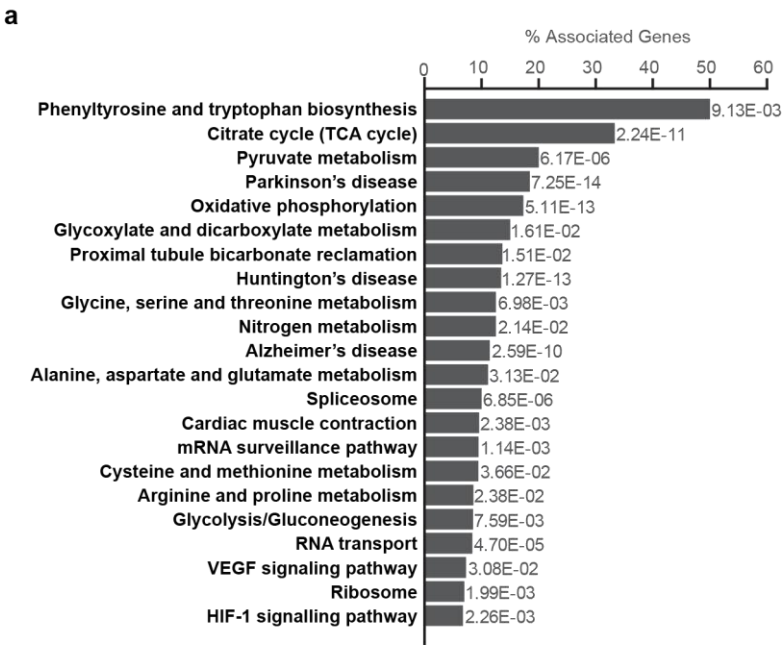

**Fig. S2:** Changes in mRNA levels in aging skeletal muscle indicate alterations in metabolic regulation. **(a)** KEGG pathways with mRNAs regulated in aging female muscle. In red are the adjusted p-values per term. **(b)** Transcriptional changes in central glucose metabolism in aging muscle.

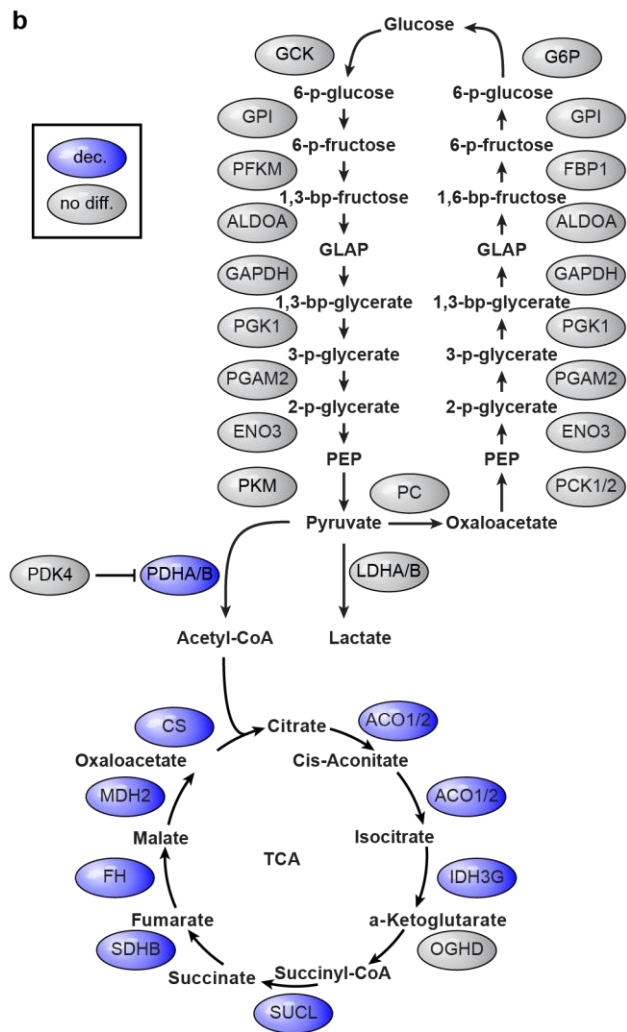

Supplement Figure 3, related to Figure 6

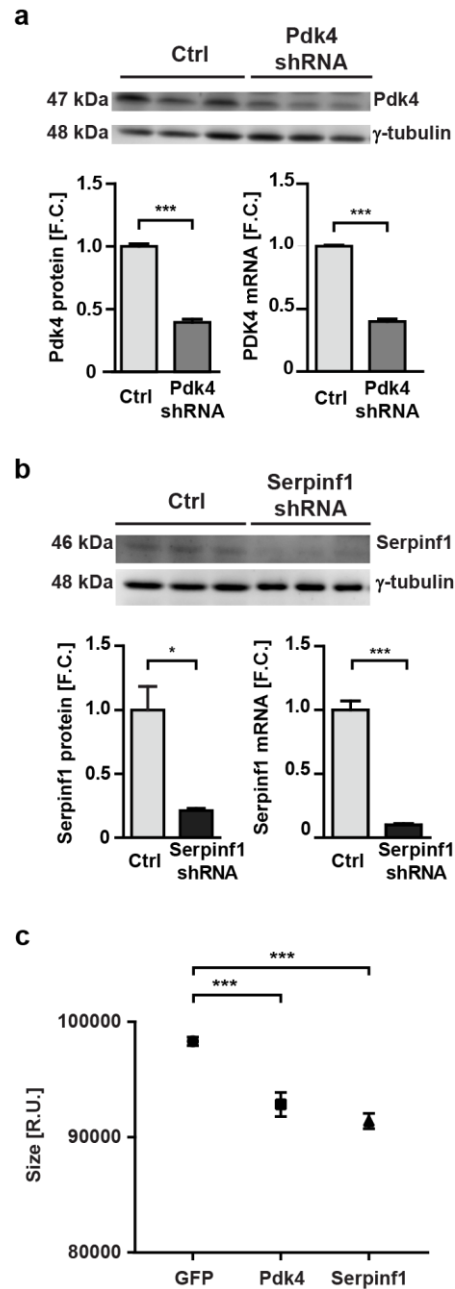

**Fig. S3:** Validation of the shRNA mediated knock-down in C2C12 cells. Protein expression was normalized to  $\gamma$ -tubulin. **(a)** Pdk4 protein and mRNA levels were reduced to <50% after shRNA treatment (n=3, mean $\pm$  s.e.m., t-test, \*\*\*P < 0.001). **(b)** Serpinf1 protein and mRNA levels were reduced to <25% after shRNA treatment (n=3, mean $\pm$  s.e.m., t-test, \*P < 0.05, \*\*\*P < 0.001). **(c)** Over-expressing eGFP-tagged Pdk4 or Serpinf1 leads to a decrease in cell size (FSC-A) compared to eGFP controls (n=10000, mean $\pm$  s.e.m., Bonferroni post-test, \*\*\*P < 0.001)

*Supplement Figure 4, related to Figure 4 and S3*

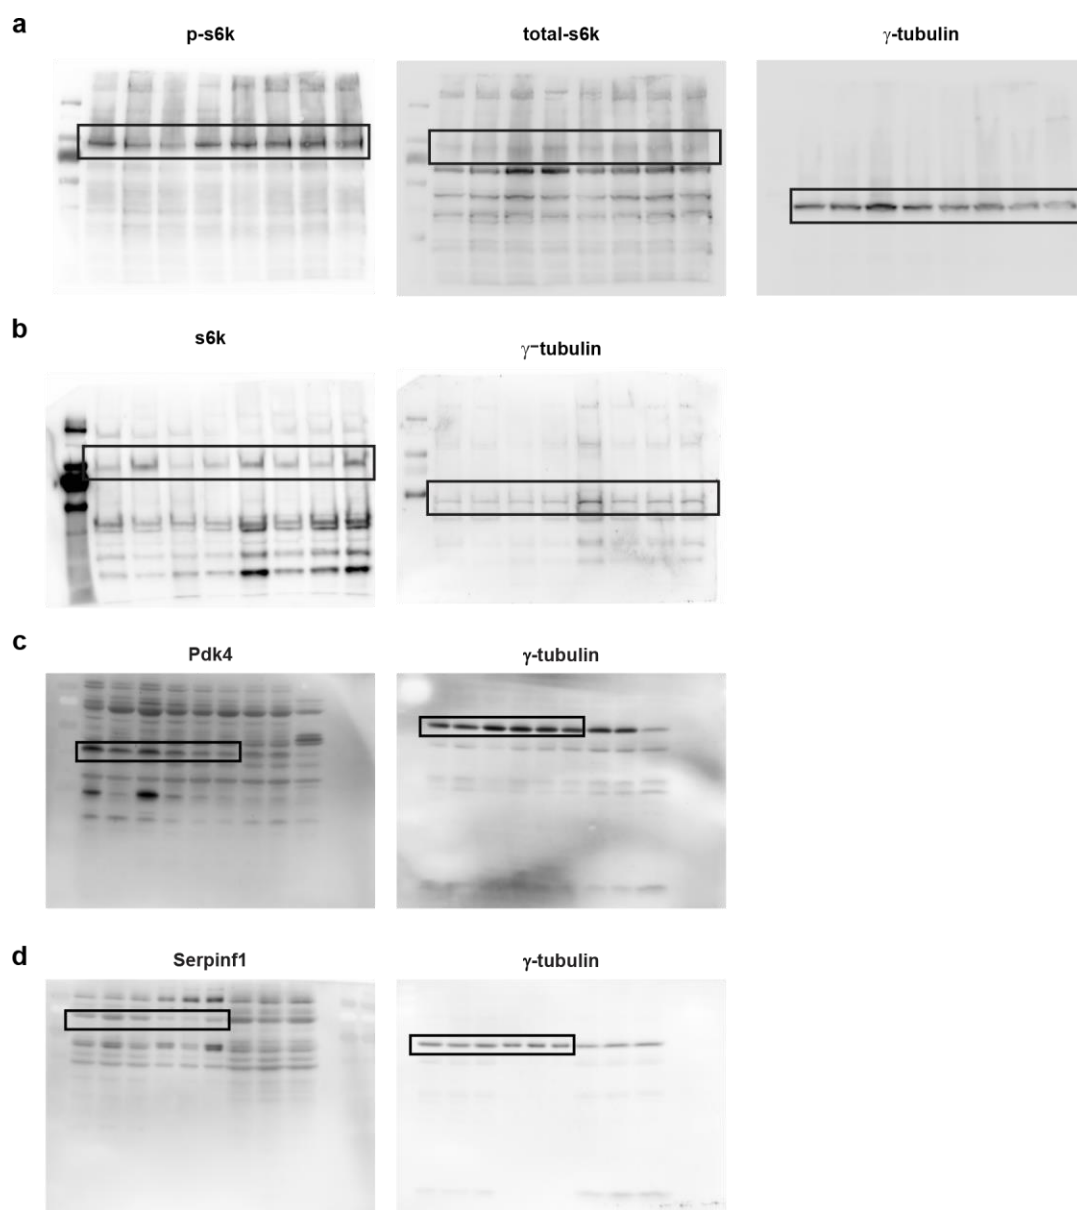

**Fig. S4:** Original gels for western blots indicating the cropped area. **(a)** Western Gels Figure 4g. **(b)** Western Gels Figure 4j. **(c)** Western Gels Figure S3a. **(d)** Western Gels Figure S3b.

## Tables

**Table S1:** Proteins quantified by Mass Spectrometry (separate pdf), Excel file available

**Table S2:** Transcripts quantified by RNA seq (separate pdf), Excel file available

**Table S3:** KEGG pathway enrichment analyses (separate pdf), Excel file available

**Table S4:** Genes differentially regulated in hibernation relate to striated muscle growth.

## References

1. Oceandy, D. *et al.* Tumor suppressor Ras-association domain family 1 isoform A is a novel regulator of cardiac hypertrophy. *Circulation* **120**, 607–616 (2009).
2. Poetter, K. *et al.* Mutations in either the essential or regulatory light chains of myosin are associated with a rare myopathy in human heart and skeletal muscle. *Nat. Genet.* **13**, 63–69 (1996).
3. Olson, T. M., Karst, M. L., Whitby, F. G. & Driscoll, D. J. Myosin light chain mutation causes autosomal recessive cardiomyopathy with mid-cavitary hypertrophy and restrictive physiology. *Circulation* **105**, 2337–2340 (2002).
4. Gaignard, P. *et al.* Mutations in CYC1, encoding cytochrome c1 subunit of respiratory chain complex III, cause insulin-responsive hyperglycemia. *Am. J. Hum. Genet.* **93**, 384–389 (2013).
5. Gurnett, C. A. *et al.* Myosin binding protein C1: a novel gene for autosomal dominant distal arthrogryposis type 1. *Hum. Mol. Genet.* **19**, 1165–1173 (2010).
6. Kimura, A. *et al.* Mutations in the cardiac troponin I gene associated with hypertrophic cardiomyopathy. *Nat. Genet.* **16**, 379–382 (1997).
7. Shembade, N., Parvatiyar, K., Harhaj, N. S. & Harhaj, E. W. The ubiquitin-editing enzyme A20 requires RNF11 to downregulate NF-kappaB signalling. *EMBO J.* **28**, 513–522 (2009).
8. Maddirevula, S., Anuppalle, M., Huh, T.-L., Kim, S. H. & Rhee, M. Rnf11-like is a novel component of NF-κB signaling, governing the posterior patterning in the zebrafish embryos. *Biochem. Biophys. Res. Commun.* **422**, 602–606 (2012).
9. Satoh, K. *et al.* Cyclophilin A promotes cardiac hypertrophy in apolipoprotein E-deficient mice. *Arterioscler. Thromb. Vasc. Biol.* **31**, 1116–1123 (2011).
10. Zhang, Y. *et al.* Alterations in cell growth and signaling in ErbB3 binding protein-1 (Ebp1) deficient mice. *BMC Cell Biol.* **9**, 69 (2008).

11. Akashi, M. & Takumi, T. The orphan nuclear receptor RORalpha regulates circadian transcription of the mammalian core-clock *Bmal1*. *Nat. Struct. Mol. Biol.* **12**, 441–448 (2005).
12. Sato, T. K. *et al.* A functional genomics strategy reveals Rora as a component of the mammalian circadian clock. *Neuron* **43**, 527–537 (2004).
13. Dyar, K. A. *et al.* Muscle insulin sensitivity and glucose metabolism are controlled by the intrinsic muscle clock. *Mol Metab* **3**, 29–41 (2014).
14. Engel, S. M. *et al.* Neonatal genome-wide methylation patterns in relation to birth weight in the Norwegian Mother and Child Cohort. *Am. J. Epidemiol.* **179**, 834–842 (2014).
15. Britto, J. M. *et al.* Generation and characterization of neuregulin-2-deficient mice. *Mol. Cell. Biol.* **24**, 8221–8226 (2004).
16. Yabe, T., Sanagi, T., Schwartz, J. P. & Yamada, H. Pigment epithelium-derived factor induces pro-inflammatory genes in neonatal astrocytes through activation of NF-kappa B and CREB. *Glia* **50**, 223–234 (2005).

Supplementary table 2: Transcripts quantified by RNA seq

## Identified Proteins

## Regulated Proteins

## Identified Transcripts

## Regulated Transcripts

## Regulated in Aging

## Guilty by Association

How the deposited data were processed for this re-analysis (not part of the article)

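The gastrocnemius of 2 grizzly bears, a subadult and an adult, was sampled in October, when the bears were active, and in February, during hibernation. Single-end Illumina sequencing gave 4 libraries, 1 per bear and state, so each state has 2 libraries and each bear 1 library per state. The sample labels hold 1 single-end sample per state, with both bears in it, and do not separate the bears; the deposited table has a column per bear and state. The labels give an age of 10 years throughout, while the paper speaks of a subadult and an adult. Which bear is which was taken from Supplementary Table S2, whose columns name the age class; of its 9092 transcripts found in the deposited table, 9076 carried the same 4 values. Libraries of pooled or paired-end reads, used by the authors for the assembly, were not analysed here, nor were the proteomic, metabolomic, cell, worm and microarray experiments.

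The authors assembled transcripts de novo, aligned them to human proteins with BLAST, aligned the single-end reads to them with SOAP2 and deposited RPKM, reads scaled to transcript length and to the aligned reads of the library, with the length of each transcript. The paper's text does not name how reads that fit several transcripts were assigned, nor whether the full-length cDNA of the single-end libraries had been normalized by nuclease. All 26614 deposited transcripts are at an RPKM of 1 or more in each of the 4 libraries, so a transcript that fell below 1 in any library was not analysed here. In consequence, filters at an RPKM above 0, at 1 in all libraries or at a mean of 1 removed no transcript and test nothing. Fold changes of transcripts that approach 1 RPKM are bounded by this step.

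The deposited RPKM times length was a whole multiple of one step per library for 95.1% to 95.9% of the low values of short transcripts (476 to 499 values per library). The steps correspond to 50.1 and 52.5 M (mega) aligned reads in the hibernating and active subadult and to 54.2 and 44.7 M in the hibernating and active adult. They served to describe depth, and no count test was run on them.

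From the deposited RPKM, log2(RPKM + 0.5) was compared between 2 hibernating and 2 active libraries with limma 3.58.1 in R 4.3.3 (trended prior variance, Benjamini-Hochberg adjustment over 9093 annotated transcripts). Since the libraries of a bear come from the same animal, the bear pairs the samples; across annotated transcripts the deviations of the subadult from the adult in hibernation and in activity had a Pearson r of 0.356. The main fit had no term for the animal, so its standard errors also hold the difference in level between the bears. A fit with the animal as a replicate block was an alternative. A score written after the description of NOISeq, which was not installed, took all 26614 transcripts as noise and the raw RPKM. Sets were 31 KEGG lists of Supplementary Table S3, tested with limma's camera on the transcript of each gene with the most reads (mean RPKM times length), and by Fisher's exact test among genes with a called transcript; 3 further lists were left out because the gene names in the copy at hand did not match the stated number. In 10 of the 31, up to 4 names matched no annotated gene, in part through errors in that copy, and were left out. The hypertrophic cardiomyopathy list lacked TNNI3, a regulated gene of the same term, and an alternative chosen after seeing the data added it. The unmatched name of that list was TNNT3, which may be a misreading of TNNI3 in the copy. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots drawn with matplotlib 3.10.9.

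Tests, 46 alternatives and the rule on named genes were fixed before the deposited table was examined, but with Supplementary Table S2 in hand. Supplementary Table S2 gives RPKM and the paper's score for the annotated transcripts, so these choices were not blind to the data. Named genes are those the paper names for these libraries (78, of which 74 have an annotated transcript) and the 5 largest rises and falls among transcripts with a score of at least 0.8 that changed at least 2-fold in the same direction in both bears. Alternatives covered the pseudocount (0.1 and 1), scaling by the median ratio and by the upper quartile, the score threshold (0.9), a fold threshold of 1.5, an RPKM minimum of 5, the prior without trend, the replicate block, camera with an estimated correlation, fry, the choice or mean of a gene's transcripts, and each bear left out. Median-ratio scaling moved the log2 changes by -0.11 in the subadult and -0.22 in the adult, and upper-quartile scaling by -0.19 and -0.22, so changes depend on the scaling to that extent; the median change over all 4873 genes was 0.13 in the subadult and 0.17 in the adult. Lists of marker genes for fat cells, lipid synthesis, connective tissue and matrix, slow fibres, fast fibres, endothelium and blood were written before they were tested. Supplementary Table S2 had been read by then.

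Both methods were tested on simulated data for 9093 transcripts, of which 200 were changed by 3 on the log2 scale. With the spread of each transcript drawn from the real ones, limma recovered 165 of the 200 and called 8 unchanged transcripts. The score reached 0.8 for 179 of the 200 and for 387 unchanged transcripts, 4.35% of those. The 4 libraries of each simulated transcript were drawn independently, so no difference between the bears lasted over both states. Camera was tested on another simulation, with one even spread below that of the bears and with genes drawn independently. Of 30 simulated sets, it called the 1 that had been moved. This does not test the preset correlation or the real spread.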

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

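The tests of read depth behind unnamed transcripts and of the estimated correlation were chosen only after the results were seen.

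COL5A1 and ELN changed in opposite directions in the 2 bears by more than 1.5-fold each way. COL5A1 changed by -2.04 on the log2 scale in the subadult and by 0.69 in the adult, and ELN by -1.59 and 1.11. With 1 library per bear and state the difference was not tested. Of all annotated transcripts, 69 moved at least 1.5-fold in opposite directions, 59 of them lower in the subadult and higher in the adult, while 417 moved at least 1.5-fold in the same direction. An exchange of the bears' libraries within a state is argued against, since the changes of the bears correlated less when the October libraries were exchanged (Pearson r -0.0421 across annotated transcripts) than as labelled (0.348). Tissue composition stays open. The 4 connective-tissue and matrix genes that the study did not name had a median log2 change of -1.35 in the subadult and 0.15 in the adult, with 3 of the 4 lower in the subadult (FBN1, FN1 and SPARC) and COL1A2 higher, too few to decide. SPARC, the most abundant of the 4, went from 404 to 79.5 RPKM in the subadult and from 46.7 to 70.2 in the adult. Within the whole list of 20, 16 were found, 12 of them named by the study, and 14 were lower in the subadult against 8 in the adult. A higher share of connective tissue in the active biopsy of the subadult and regulation by age or state cannot be told apart here, because the biopsy and the state of a bear coincide in one library. The age of the bears is a biological difference that remains open and untested.

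Transcripts without a gene name are outside the paper's analysis. Of 17521 such transcripts, 658 reached a score of 0.8 (3.76%, against 3.61% of annotated transcripts), 473 higher and 185 lower in hibernation, and 121 changed at least 2-fold in the same direction in both bears, 97 higher and 24 lower. In simulated data for 9093 transcripts, 4.35% of the unchanged ones reached the score. These data held no difference between the bears that lasts over both states, unlike the real libraries. The rate therefore cannot decide whether the annotated share exceeds chance. The unnamed transcripts were not simulated, so this rate is no reference for them, and whether their count exceeds chance stays open. Whether few reads stand behind the 658 called ones stays open for most of them. Among unnamed transcripts with at least 1000 reads in each library 5.41% (118 of 2181) reached the score, and few reads are argued against for these 118. The score asks for a large difference in RPKM and so favours abundant transcripts by construction, so this share cannot decide for the others. The other 540 called ones had under 1000 reads in some library. For these, few reads and a change in hibernation cannot be told apart, as only a threshold on reads was tested. The 658 called transcripts had a median of 647 reads in the hibernating subadult. Their median length was 1128 bases. What they encode was not analysed here, and no biological explanation was tested.

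The KEGG list for alanine, aspartate and glutamate metabolism was lower in hibernation, with an adjusted p of 2.32e-06 in limma's camera test over 31 lists. Its 19 genes had a median log2 change of -0.67 in the subadult and -0.03 in the adult, with 16 genes lower in the subadult and 10 in the adult, so that the size rests on the subadult. The paper models amino acid levels from protein changes and lists GLUL and ALDH4A1 of this list among its regulated transcripts in Supplementary Table S3. GLUL fell by 1.75 in the subadult and fell by 1.23 in the adult, and GPT fell by 0.85 and by 0.66, while GPT2 rose by 0.30 and 0.56. Valine, leucine and isoleucine degradation was the other list past 0.05 (adjusted p = 0.0439), with medians of -0.48 and 0.13. Both lists lost the call with a correlation estimated from the 4 libraries (adjusted p = 0.803 for the list of alanine, aspartate and glutamate metabolism) and with fry (0.503 and 0.740). With 2 libraries per state the correlation is poorly known, so genes that change together for another reason and a shift of the pathway cannot be told apart. Median-ratio scaling kept the first list past 0.05.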

How the results depend on the processing

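The number of annotated transcripts with a score of at least 0.8 stayed between 325 and 328 under both scalings, but a threshold of 0.9 gave 98, of 59 genes against 225, and counting all transcripts gave 986. Direction followed the scaling. Of the called transcripts, 58.2% were higher in hibernation without scaling, 33.5% with the median ratio and 30.2% with the upper quartile, and of those changed at least 2-fold in both bears the share fell from 56.5% to 24.2% with the median ratio. With the median ratio, 246 of the 325 called transcripts were among the original 328. The cause of the shift was not tested. Filters at low RPKM removed nothing and test nothing.

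Of the 62 transcripts changed at least 2-fold in the same direction in both bears, a pseudocount of 1 left 39 and one of 0.1 gave 88, as the pseudocount itself shrinks low values. An RPKM of 5 or more in all libraries left 21, since fewer transcripts were compared, and 1.5-fold gave 417.

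No transcript was past limma's threshold under any of the alternatives run, among them the replicate block, which gave 0 adjusted and 1229 unadjusted p under 0.05 against 826. It changed no other call. The other counts at an unadjusted p under 0.05 were 626 with the median ratio (342 of them lower, against 172), 799 without a trend, 819 and 827 with pseudocounts of 0.1 and 1, and 355 of 3020 at an RPKM of 5. The self-test recovered changes of 3 on the log2 scale at this sample size, but with 200 transcripts changed at once. Its spreads were drawn irrespective of the change, and it held no lasting difference between the bears. The count of 0 therefore cannot tell smaller or less even changes from fewer changed transcripts.

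KEGG lists past the threshold in camera numbered 2. An estimated correlation and fry gave 0, and the median ratio 1, for which Valine, leucine and isoleucine degradation had an adjusted p of 0.0765. The list for ECM-receptor interaction, not past the threshold (adjusted p = 0.712), reversed its direction with fry (0.715). Enrichment among called genes, 4 lists, fell to 0 at a score of 0.9 and to 0 with genes changed 2-fold in both bears, each with fewer genes; it was 3 with the transcript with the most reads. Adding TNNI3 to the hypertrophic cardiomyopathy list, a choice made after seeing the data, left 2 and 4 lists.

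Across genes, the correlation between the bears' changes was 0.320, 0.248 at an RPKM of 5 or more and 0.348 over all annotated transcripts. The cause of these differences was not tested.

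For named genes, 600 alternative values were computed and 6 reversed. The transcript with the highest score in Supplementary Table S2 in place of that with the most reads gave log2 fold changes of 0.90 for IRS1, 0.88 for SAT2, 1.12 for COL5A2 and 1.01 for COL18A1, where the latter were lower. Median-ratio scaling gave -0.0875 for MYBPC1 and -0.0152 for CYC1, which were near 0 and followed the shift of all genes, so these reversals say nothing of the genes themselves. With a single bear kept, the value is that bear's own, which lies within the spread of the 2 by construction. The direction differed between the bears for 16 named genes, COL6A1, PDK4, IRS1, PIK3R3, SAT2, COL1A1, COL5A1, LAMB2, ELN, KIF19, MYBPC1, TXNIP, MRPL12, MYL3, PA2G4 and TRIM63. Without the subadult, for example, PDK4 had a log2 change of 0.13 and COL1A1 of 0.40, in place of -1.85 and -1.84.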

Differences from the paper's values

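The ratio of the mean hibernating to the mean active RPKM of MYBPC1 was 1.05 by its transcript with the most reads, against the paper's fold change of about 2.5 in Fig. 5a, read by eye. Of the alternatives set before the deposited table was examined, the transcript with the highest score in Supplementary Table S2 closed the gap, with 2.48, and neither pseudocount (1.06 for each), the median ratio (0.935) nor either bear alone (0.972 and 1.15) did.

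For IRGC the ratio was 0.0836, against about 0.2 in Fig. 5a, read by eye. The ratio was 0.359 in the subadult and 0.0703 in the adult, so this gap is within the difference between the bears. With pseudocounts of 0.1 and 1 the value was 0.160 and 0.174, closer to that of the figure. These follow the mean of the bears' log2 changes, not the ratio of mean RPKM. With the median ratio the value was 0.0724, and with the transcript with the highest score it stayed at 0.0836.

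The paper's number of genes with a score of at least 0.8 is 208 and the recomputed one 225, and the paper's 4873 genes were found (its methods give 4783). These do not differ by more than 1.5 times.

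Some directions stated in the paper were not found in every transcript or bear. The paper gives IRS1 as higher in hibernation, and the transcript with the most reads had a mean log2 change of -0.23 and opposite directions in the bears, while the transcript with the highest score gave 0.90. PIK3R3, which the paper names as regulated alike in insulin-sensitive individuals, had a log2 change of 0.64 in the subadult and -0.13 in the adult, with a score of 0.297. PDK4 is lower in Fig. 5a, and its log2 change in the adult was 0.13. KIF19, higher in Fig. 5a, was lower in the adult (-0.53). For TRAK1 the paper's fold change is about 1.2 in Fig. 5a, read by eye, and the value here was 0.872 by the transcript with the most reads, the only one of its 5 transcripts that was lower; the other 4 were higher in both bears. RORA is placed in the non-hibernation group of Fig. 5a and had a score of 0.848 here; COL6A1, HSPG2 and THBS1 are among its regulated transcripts and scored 0.713, 0.761 and 0.641. ALDOA and ELN are on its lists of regulated transcripts in Supplementary Table S3 and scored 0.794 and 0.479. TPM3, on the same lists, scored 0.512 by the transcript with the most reads and 0.751 by that with the highest score in Supplementary Table S2, and 1 of its 7 transcripts reached 0.8 here. The paper's reported scores for these were close, 0.517 and 0.727, and by them none of the 7 reached 0.8. For TPM3 the gap thus lies between the paper's own list and its scores.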

Other observations

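The comparison of MYH7B with single slow-fibre markers, the trend in length, the share of reads in the 10 transcripts with the most and the look at TTN were chosen only after the results were seen.

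Changes in hibernation were larger in the subadult than in the adult. The SD of the log2 change over annotated transcripts was 0.57 in the subadult and 0.37 in the adult, and 605 transcripts changed at least 2-fold in the former against 204 in the latter. Depth is argued against, since among 1853 transcripts with at least 1000 reads in each library the SD was 0.57 against 0.39. Transcript length is argued against, as the change in the subadult followed it with a Spearman rho of 0.0790 only, and the SD stayed at 0.57 once a trend in length was removed. A few transcripts taking most of the reads are argued against too, because the share of reads in the 10 with the most moved by -1.89 percentage points in the subadult and by more, -2.78, in the adult, where changes were smaller. The rescaling set beforehand as the test is void, since one factor per library leaves the SD as it was (0.570 and 0.371 with the median ratio). Composition of the biopsies stays open. The age of the bears was not tested.

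FASN and SCD stood high in the active subadult. FASN was at 113 RPKM against 5.79 in the active adult, and SCD at 189 against 10.1, with log2 changes of -4.64 and -5.05 in the subadult. Whether fat cells contributed was weighed with 17 markers written before the deposited table was examined, of which 4 were listed (PLIN4, LPL, PNPLA2 and CD36, all expressed in muscle too). Their median log2 change in the subadult was -0.155, and in the adult 0.57, but such markers have a high baseline in muscle and cannot exclude a small share of fat, so fat-cell RNA and regulation in muscle fibres cannot be told apart. The other lipid synthesis genes of the list, FADS1, INSIG1 and ACSS2, were at 1.82, 3.45 and 14.4 RPKM in the active subadult and at 2.51, 3.34 and 14.9 RPKM in the active adult, and changed less, with a median of -0.49 in the subadult and -0.08 in the adult. Lists of 11 endothelial and 10 blood markers had 4 and 1 genes listed, with medians of -0.04 and -0.78 in the subadult.

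MYH7B and TNNI3 rose in both bears. A higher share of slow fibres in the hibernating biopsies was weighed by the median change of slow-fibre markers minus that of fast-fibre markers, among those the study did not name. A difference of at least 0.5 in both bears had been set as the mark of such a shift, and 0.496 was found in the subadult and 0.520 in the adult, so the test came out at its limit. The slow-fibre median itself was -0.06 in the subadult and 0.25 in the adult, and the fast-fibre median -0.56 and -0.27, with MYBPC2 at -1.22 and -1.02. With 5 and 7 markers and 2 bears, a shift of fibres and regulation within fibres cannot be told apart. Of the 7 other slow-fibre markers, 0 rose as much as MYH7B in either bear, the largest rises being those of CASQ2 (0.64 in the subadult and 1.09 in the adult). MYOZ2 changed by -0.82 and -0.21, and MYH7, the most abundant, by -0.06 and -0.51.

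The number of called transcripts has to be read beside the other splits of the 4 libraries. The split by state gave 328 annotated transcripts with a score of at least 0.8, the split by bear 290, and the remaining one 86, so 1 of the 3 splits, the real one itself, gave as many. At an unadjusted p under 0.05 the counts were 826, 753 and 80, again 1 of 3, and no split gave an adjusted p under 0.05. With 3 splits the share cannot fall below 0.333, and the split by bear follows a real difference between the animals.

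Transcripts of one gene did not always move together. For 13.2% of the 1908 genes with at least 2 annotated transcripts, the first 2 changed in opposite directions, against 43.9% of random pairs at the same level. Reads shared between transcripts of a gene would also make them move alike, so this comparison cannot decide whether shared reads account for the disagreement. TTN, chosen after its values were seen, is the name of 17 transcripts. In the adult, its contig00032 changed by 1.73 and its contig00034 by -1.94, and in the subadult by -1.43 and -0.65. Where these lie in the gene was not analysed here.

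Of the atrophy markers of the cell experiments, TRIM63 (Murf1) had log2 changes of -0.71 and 0.17, with a score of 0.473. FBXO32 (MAFbx) and UBE2B were not among the annotated transcripts and were not analysed here. TCA cycle genes (15) had a median of -0.34 in the subadult and 0.14 in the adult, with an adjusted p of 0.125 in limma's camera test.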
